# Characterization of presence and activity of microRNAs in the rumen of cattle hints at possible host-microbiota cross-talk mechanism

**DOI:** 10.1038/s41598-022-17445-z

**Published:** 2022-08-15

**Authors:** Sara Ricci, Renée M. Petri, Cátia Pacífico, Ezequias Castillo-Lopez, Raul Rivera-Chacon, Arife Sener-Aydemir, Nicole Reisinger, Qendrim Zebeli, Susanne Kreuzer-Redmer

**Keywords:** Microbiology, Bacteria, Microbial communities, Gastrointestinal diseases, Extracellular signalling molecules

## Abstract

MicroRNAs (miRNAs), as important post-transcriptional regulators, are ubiquitous in various tissues. The aim of this exploratory study was to determine the presence of miRNAs in rumen fluid, and to investigate the possibility of miRNA-mediated cross-talk within the ruminal ecosystem. Rumen fluid samples from four cannulated Holstein cows were collected during two feeding regimes (forage and high-grain diet) and DNA and RNA were extracted for amplicon and small RNA sequencing. Epithelial biopsies were simultaneously collected to investigate the co-expression of miRNAs in papillae and rumen fluid. We identified 377 miRNAs in rumen fluid and 638 in rumen papillae, of which 373 were shared. Analysis of microbiota revealed 20 genera to be differentially abundant between the two feeding regimes, whereas no difference in miRNAs expression was detected. Correlations with at least one genus were found for 170 miRNAs, of which, 39 were highly significant (r > |0.7| and P < 0.01). Both hierarchical clustering of the correlation matrix and WGCNA analysis identified two main miRNA groups. Putative target and functional prediction analysis for the two groups revealed shared pathways with the predicted metabolic activities of the microbiota. Hence, our study supports the hypothesis of a cross-talk within the rumen at least partly mediated by miRNAs.

## Introduction

The role of microRNAs (miRNAs) as a mechanism of communication between eukaryotic cells and tissues has been the focus of a large body of research in the latest years^1^. These small non-coding RNAs were described for the first time in 1993^2^, and while their main biological function is considered to be the regulation of protein expression in the post-transcriptional phase, as research progresses, we gain more insights on the multiple roles of these molecules in the organism. Their diverse functions include regulation of inflammatory processes and of the gut epithelial structure^3,4^. Furthermore, it has been suggested that the cell-to-cell transfer of miRNAs helps the host to trigger and regulate the immune response^5^. This aspect is of particular importance especially in environments in which microorganisms (including potential pathogens) live in close interaction with the host, such as the gut. Indeed, the gastrointestinal tract (GIT) microbiota is a key element for numerous physiological functions in mammals, influencing complex processes of health and disease. Hence, the cross-talk between the GIT microbiota and its host is essential for the host physiology^6^.

Recently, evidence has supported the hypothesis that miRNAs exert a crucial role in the communication at the interface between the host and the bacteria inhabiting the GIT^7,8^. Several authors have analyzed the relationship between bacteria and the host miRNA, especially in regards to pathogen colonization and the subsequent immune response^9,10^. It is well demonstrated that pathogenic bacteria can interfere with the host miRNAome and regulate the immune response in order to favor their proliferation^11,12^. Although this kind of interaction has been well demonstrated, the inverse, host regulation of microbiota proliferation via miRNAs, has not received the same attention. Liu et al.^13^ showed that the host can shape the microbiota through miRNAs, demonstrating that miRNA deficiency in mice caused major changes in the gut integrity and microbial composition, but also that host miRNAs could enter *Escherichia coli* and *Fusobacterium nucleatum* and regulate bacterial gene transcripts and growth.

The composition and activity of the GIT microbiota is of special importance for ruminants, whose digestive system has evolved in symbiosis with its microbiome to promote the processing and metabolization of nutrients introduced with the diet^14,15^. Given the highly conserved nature of miRNA expression between animals species^16,17^, it is possible that the miRNA based interactions between the host and its microbiota demonstrated in other species exist in cattle as well.

Because of the strong symbiotic relationship between the rumen microbiota and its host, it is conceivable that the cross-talk between the two parts could be externally influenced by changes in the diet. In fact, research assessing the influence of the host on the microbiome has shown that the host regulates ruminal microbiota proliferation and activity even when the microbiome is completely disturbed^18^. Diet is the most influential factor for the rumen ecosystem^14,19^ and it can also influence the expression of circulating miRNAs in cattle^20,21^. When cows are fed a high-grain (HG) diet, the ruminal milieu shifts towards the production of increased quantities of volatile fatty acids (VFAs)^22^ and the host has to adjust to this rapid escalation, with changes in osmolality and pH, as well as alterations in microbe-associated molecular patterns^23^. The host does this by activating diverse defense mechanisms to avoid potential health-related issues associated with low-pH tolerant bacteria^24,25^. Research on miRNAs in cattle has mainly focused on reproduction and production traits, such as muscle, adipose tissue, mammary glands and milk^21,26^. Recent studies have also investigated miRNAs expression in the rumen epithelium, but to the best of our knowledge, miRNAs have never been reported before in the rumen fluid^27–29^.

The aims of this exploratory study were (i) to investigate the presence of miRNAs in the rumen fluid, (ii) to explore the possible effect of a rapid shift from a forage-based to a HG diet on their expression in rumen fluid, (iii) to assess the co-expression of miRNAs between rumen fluid and papillae and finally, (iv) to evaluate the relationship between the microbiota and the expression of miRNAs in the rumen fluid. The detection of interaction patterns between microbial-associated miRNAs, host-associated miRNAs and microbial composition and predicted activity would support our hypothesis that cross-talk between the rumen and its microbiota is at least partly mediated through miRNAs.

## Results

### MicroRNAs

After quality control, 65.03% of the reads for rumen papillae and 45.41% of the reads for rumen fluid samples could be mapped to the bovine genome. 

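Rumen fluid of the same 4 cannulated Holstein cows was sampled on day 7 of the forage diet (0% concentrate) and on the first day of the HG diet with 65% concentrate in dry matter, 4 h after the morning feeding each time. Small RNA of each sample was sequenced as 1 library, which gave 4 libraries per diet. GEO's labels number the libraries of each diet from 1 to 4, and libraries with the same number were taken as 1 cow. This pairing rests on the labels, since the deviations of same-numbered libraries from the mean of their diet did not go together, and Fig. 4d numbers the cows in another order. The authors trimmed the reads with Skewer, discarded short reads and reads of low quality, and assigned the rest to mature miRNAs with sRNAbench and Bowtie, against the bovine genome UMD3.1 and the bovine and human entries of miRBase. Their table of each library gives the number of reads per miRNA entry. A read that maps to several entries is counted in full at each of them. A second count, adjusted for multiple mapping, is called divided reads here. Its divisor can exceed the number of listed entries: bta-miR-26a and hsa-miR-26a-5p held the same 154536 reads, and 38748.92 divided reads each. The libraries held 1686190 to 4972767 reads on the forage diet (median 2906713) and 1407365 to 4515575 on the HG diet (median 3496973.5), as recovered from the RPM values in the same tables. Of these, 331864 to 522804 reads on the forage diet (median 475115.5) and 300116 to 390774 on the HG diet (median 362126) were miRNA reads. They made up 17.4% ± 9.27 (SD, n = 4) of all reads on the forage diet and 13.7% ± 9.41 (SD, n = 4) on the HG diet. The undivided read counts, which Table 1 also gives, were used for ranks, shares and the tests of diet and cow, while principal components, eigengenes and clusters were computed from the authors' normalized values, made from the divided reads. Entries with at least 10 reads in at least 1 library were kept, as in the authors' filter. Shares of miRNA reads are relative to the miRNA reads of the same library. Confidence intervals and upper limits given for single libraries cover counting error only, since amplified reads are not independent molecules. The papillae libraries and the reads outside miRNAs were not analysed here.

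**Figure D1:**
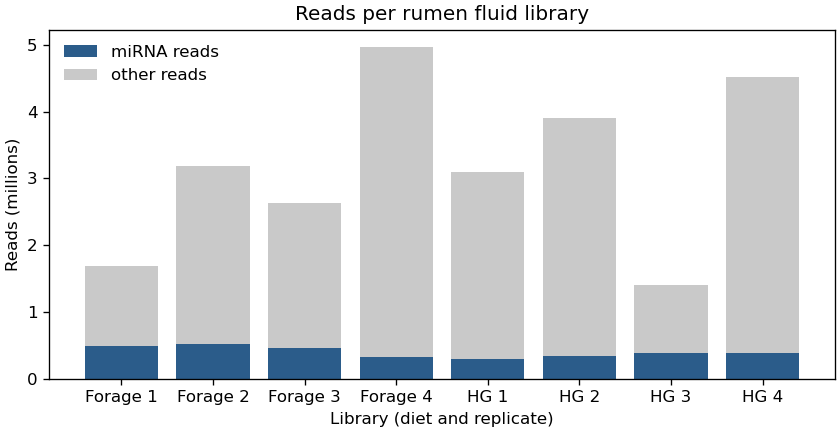
Reads of the 8 rumen fluid libraries, by diet and replicate, with miRNA reads in blue and all other reads in grey. miRNA reads ranged from 300116 to 522804 and other reads from 1016591 to 4640903.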

A total of 638 miRNAs were identified in the papillae samples and 377 miRNAs were detected in rumen fluid samples (Fig. 1c).

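The tables of the 8 rumen fluid libraries together listed 565 miRNA entries, of which 377 reached 10 reads in at least 1 library. Each library held reads of 366 to 373 of them. The 377 entries were 268 bovine entries and 109 human homologues. The reads of 88 human entries were identical in all 8 libraries to those of a bovine entry. With 1 coordinate per entry compared, 26 human entries lay at no locus of a detected bovine entry. Some of the 26, such as hsa-miR-133a-3p, nevertheless held the same reads as a bovine entry listed at another coordinate. Over all entries there were 283 distinct read profiles, and for 114 entries the divided reads nearly equalled the undivided ones. The alternative that moved the number of detected entries most was to keep every listed entry without a minimum, which gave all 565. Leaving out 1 library gave between 369 and 377 entries.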

**Figure 1:**
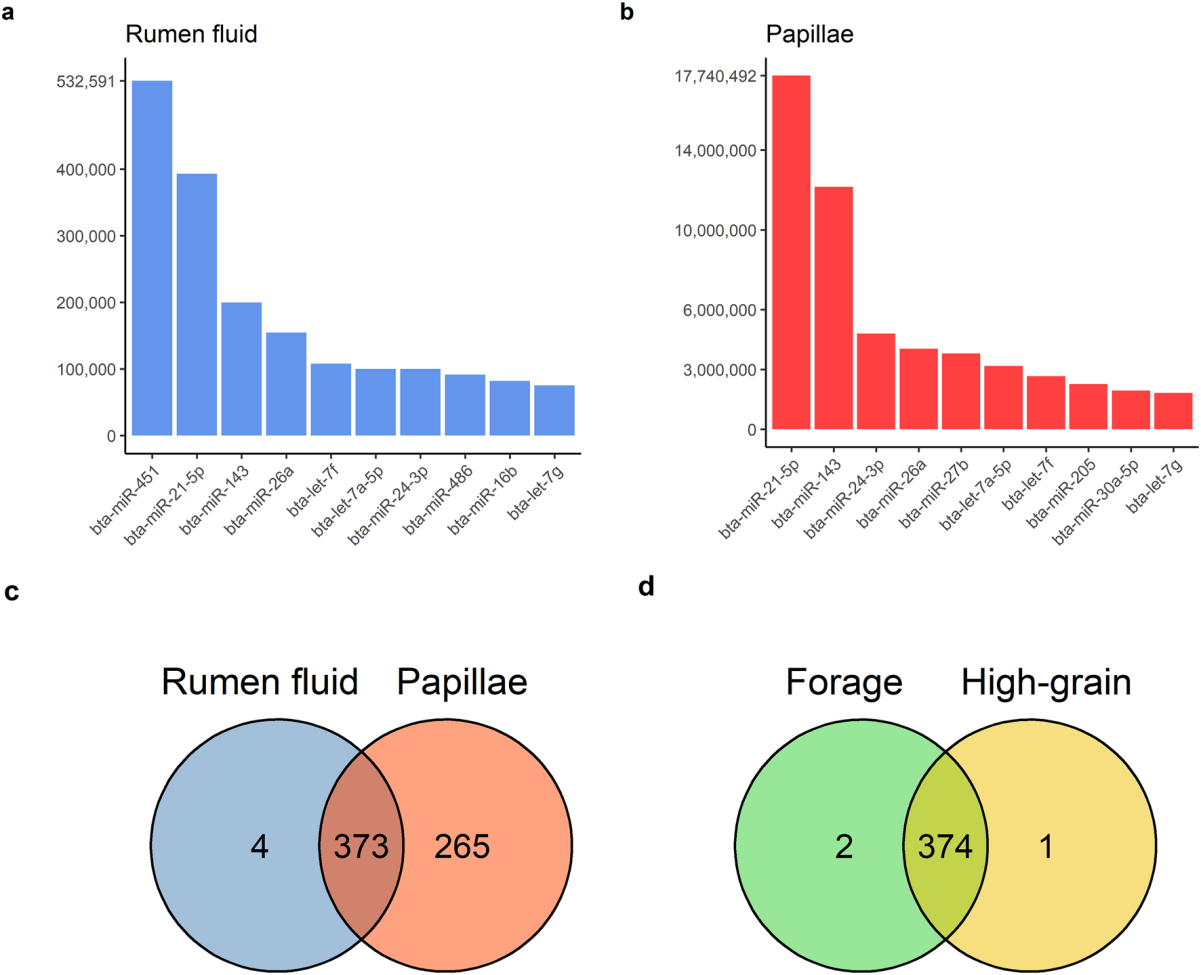
Total read counts of the most expressed miRNAs in the two ruminal niches analyzed (rumen fluid, total RNA input for sequencing: 42–77 ng (**a**); rumen papillae, total RNA input for sequencing: 200 ng per sample (**b**). Venn diagrams showing the number of shared microRNAs between rumen fluid and ruminal papillae (**c**) and shared between forage and high-grain diet in rumen fluid (**d**).

These two ruminal niches shared 373 miRNAs, with four miRNAs being exclusively found in the rumen fluid (bta-miR-137, hsa-miR-137-3p, bta-miR-2285bh and bta-miR-2285ak-5p), albeit expressed in a very limited read count (Fig. 1c). 

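In the rumen fluid libraries, these 4 entries rested on 2 sets of reads. Bta-miR-137, on chromosome 3 of UMD3.1 from 45448566 to 45448588, and hsa-miR-137-3p held the same 41 reads, of which 37 were in HG replicate 2 and 2 each in forage replicates 2 and 3. Bta-miR-2285bh (chromosome 9, 62244985 to 62245006, minus strand) and bta-miR-2285ak-5p (chromosome 15, 29735556 to 29735577, minus strand) held the same 88 reads, all in forage replicate 1. In the gene table of the assembly ARS-UCD2.0, used for names and neighbours alone, MIR2285BH lies between RNGTT and CNR1, and MIR2285AK lies inside IFT46. Reads shared in full by 2 loci do not show which locus they came from.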

The most expressed miRNAs were overall shared between the two matrices, although with small differences in the top 10 most expressed (Fig. 1a,b). 

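By total reads over the 8 libraries, the 10 most expressed bovine miRNAs of rumen fluid were bta-miR-451 (532591 reads), bta-miR-21-5p (392851), bta-miR-143 (199669), bta-miR-26a (154536), bta-let-7f (108015), bta-let-7a-5p (100055), bta-miR-24-3p (99862), bta-miR-486 (91159), bta-miR-16b (81803) and bta-let-7g (75286). They held 37.6% of the read counts summed over the 377 detected entries. With the human entries identical to a bovine entry left out of that sum, the alternative that moved the share most, it was 55.8%. Of these 10 miRNAs, 7 are also among the 10 of papillae in Fig. 1b. Ranked by divided reads instead, the rumen fluid list kept 7 of its 10 members and shared 5 with the papillae list of Fig. 1b. Bta-miR-21-5p, on chromosome 19 of UMD3.1 from 11033079 to 11033102, took 11.8% ± 0.109 (SD, n = 4) of the miRNA reads on the forage diet and 12.7% ± 1.84 (SD, n = 4) on the HG diet. Bta-miR-26a, on chromosome 5 from 55977936 to 55977957, took 4.79% ± 0.0255 (SD, n = 4) and 4.82% ± 0.0710 (SD, n = 4), respectively.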

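In rumen fluid, bta-miR-27b, bta-miR-205 and bta-miR-30a-5p ranked 12, 21 and 26 among the bovine entries by total reads. Bta-miR-27b, on chromosome 8 of UMD3.1 from 83009883 to 83009903, had 67329 reads over the 8 libraries, 1.99% ± 0.0210 (SD, n = 4) of the miRNA reads on the forage diet and 2.24% ± 0.447 (SD, n = 4) on the HG diet. Its gene MIR27B lies inside AOPEP, between MIR23B and MIR24-1. Bta-miR-205, on chromosome 16 from 75799972 to 75799993, had 31972 reads, with shares of 0.952% ± 0.0154 (SD, n = 4) on the forage diet and 1.05% ± 0.230 (SD, n = 4) on the HG diet. Bta-miR-30a-5p had 28827 reads, with shares of 0.869% ± 0.0143 (SD, n = 4) and 0.932% ± 0.0852 (SD, n = 4). The wider spread on the HG diet came from HG replicate 2, in which bta-miR-27b ranked 8. By divided reads, bta-miR-27b ranked 4 in rumen fluid, with 66686.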

Bta-miR-27b, bta-miR-30a-5p and bta-miR-205 were among the 10 most expressed miRNAs in papillae, but not in rumen fluid. 

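Bta-miR-451, on chromosome 19 of UMD3.1 from 20796875 to 20796897, took 17.1% ± 0.156 (SD, n = 4) of the miRNA reads of rumen fluid on the forage diet and 15.7% ± 2.07 (SD, n = 4) on the HG diet. It ranked first in 7 of the 8 libraries and 2 in HG replicate 2, where bta-miR-21-5p ranked first. Its gene lies between ERAL1 and MIR144. Bta-miR-486, on chromosome 27 from 36261849 to 36261870 and encoded inside ANK1, took 2.92% ± 0.0301 (SD, n = 4) and 2.70% ± 0.412 (SD, n = 4) on the 2 diets. Bta-miR-16b, on chromosome 1 from 107923252 to 107923272 and next to MIR15B in SMC4, took 2.60% ± 0.0792 (SD, n = 4) and 2.47% ± 0.293 (SD, n = 4). All 3 also ranked among the 10 most expressed by divided reads. Each reached its lowest share in HG replicate 2, with 12.6% for bta-miR-451.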

At the same time, the first most abundant miRNA in rumen fluid, bta-miR-451, as well as bta-miR-486 and bta-miR-16b were not among the 10 most expressed in papillae.

The miRNA expression in rumen fluid was consistent during the forage diet and in the high-grain (HG) diet. 

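Of the 377 detected entries, 374 (99.2%) had reads on both diets and 353 had reads in all 8 libraries. The proportions of miRNAs were compared between libraries over the 78 bovine entries that shared no reads with another entry and had at least 5 reads in every library, with 39903 to 69929 reads per library. Among the 7 libraries other than HG replicate 2, chi-square over its degrees of freedom was 1.59 (chi-square test, p = 7.6e-15), whereas libraries simulated with counting noise alone gave 0.790 to 1.19 in 200 draws. The test and the simulation treat amplified reads as independent molecules, and duplicated reads alone would raise the ratio and lower the p. For pairs of these 7 libraries the ratio was 0.993 to 2.40, and the chi-square test gave a p over 0.05 for 7 of the 21 pairs. The reads of the 4 forage libraries and of the 3 HG libraries, each pooled, gave a ratio of 1.67 (chi-square test, p = 2.04e-04), which compares these libraries and does not allow for the difference between cows. The 7 pairs that included HG replicate 2 gave 23.7 to 28.7.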

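Bta-miR-2285bh and bta-miR-2285ak-5p had reads in 1 forage library, forage replicate 1, at 178 RPM of miRNA reads (95% Wilson interval 145 to 219). The 4 HG libraries held none in 1415142 miRNA reads, which allows up to 2.12 RPM. Bta-miR-2285au, on chromosome 2 of UMD3.1 from 116570332 to 116570353, had 59 reads, all in HG replicate 2, at 176 RPM (95% Wilson interval 136 to 226). The 4 forage libraries held none in 1804899 miRNA reads, which allows up to 1.66 RPM. The divided reads of bta-miR-2285au came to 3.28. The count of entries on 1 diet alone moved most when at least 10 reads were required for presence, which gave 34 entries for the forage diet and 6 for the HG diet. Without forage replicate 1, 0 entries were left for the forage diet, and without HG replicate 2, 0 were left for the HG diet.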

There were only two miRNAs expressed exclusively in forage diet (bta-miR-2285bh and bta-miR-2285ak-5p) and only one (bta-miR-2285au) expressed solely during HG (Fig. 1d). The same miRNAs were also identified as unique for single animals. 

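Exactly 3 of the 377 entries had reads in 1 library only, and these were bta-miR-2285bh, bta-miR-2285ak-5p and bta-miR-2285au. At the level of forage replicate 1, the smallest of the other libraries would have held 53.4 reads of bta-miR-2285bh. At the level of HG replicate 2, it would have held 52.7 reads of bta-miR-2285au. Their absence from the other libraries was therefore larger than the counting error of those libraries. The cows from which both libraries came had 0 reads of the same entry on the other diet.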

Although there were numerical differences in the read count between the two feeding conditions, DESeq2 did not identify any significant differential expression due to the diet in rumen fluid (FDR < 0.05).

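The diet was tested with edgeR's quasi-likelihood test, with the cow as a block, TMM normalization and Benjamini-Hochberg adjustment over the 377 entries. At an adjusted p under 0.05, 0 entries differed in this two-sided test, 9 had an unadjusted p under 0.05, and the smallest adjusted p was 0.788. The call was 0 in every alternative except the fit without replicate 2, in which bta-miR-2285bh and bta-miR-2285ak-5p were called lower on the HG diet (edgeR adjusted p = 0.0281), although all their reads lay in 1 library. The smallest adjusted p was 0.263 to 0.999 in the other alternatives. Among the most expressed miRNAs, bta-miR-451 changed by a log2 fold change of −0.08 (standard error 0.05), from 111046 ± 1521 to 105070 ± 7155 CPM (TMM-normalized; SD, n = 4), and was lower on the HG diet in 4 of 4 cows. Bta-miR-21-5p changed by 0.14 (standard error 0.10), bta-miR-24-3p by 0.14 (standard error 0.10), bta-miR-26a by 0.06, bta-miR-486 by −0.08 and bta-miR-16b by −0.03. Without replicate 2, the changes of all 10 most expressed miRNAs lay between −0.0231 (bta-miR-451) and 0.0244 (bta-miR-143). In that fit bta-miR-21-5p, bta-let-7f, bta-let-7a-5p and bta-miR-16b changed direction. Among the miRNAs discussed by the paper, bta-miR-487b (chromosome 21 of UMD3.1, 67583608 to 67583629, 565 reads in all) changed by 0.19 (standard error 0.17) and was higher in 3 of 4 cows. Its change was 0.05 without replicate 4 and 0.31 without replicate 2. Bta-miR-18a (chromosome 12, 66226702 to 66226723, 1061 reads) changed by −0.20 (standard error 0.11) and was lower in 4 of 4 cows, with −0.13 without replicate 4. The smallest unadjusted p among rising miRNAs belonged to bta-miR-2285au, bta-miR-455-5p and bta-miR-3431. Bta-miR-455-5p had 0 to 3 reads in the forage libraries and 3 to 28 in the HG libraries, with at most 6 outside HG replicate 2. Against a floor of 3 reads on the forage diet it was 4.49-fold higher on the HG diet, or 1.74-fold without HG replicate 2. These folds leave out the counting error of so few reads and are not lower bounds. Bta-miR-3431 rose from 61.0 ± 6.95 to 86.5 ± 20.3 CPM (SD, n = 4), a log2 fold change of 0.49 (standard error 0.17), in 4 of 4 cows. Among falling miRNAs, bta-miR-1307 went from 39.0 ± 5.29 to 24.0 ± 6.28 CPM (SD, n = 4), a log2 fold change of −0.70 (standard error 0.28), also in 4 of 4 cows. In libraries simulated from the same counts, the test called 25 of 40 changed entries and no unchanged one. The changes made were larger than those of the 10 most expressed miRNAs, so detection of changes of that size was not tested. No simulated library was made to lie apart as HG replicate 2 does.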

### Predicted targets and functional annotation

TargetScan predicted 749 genes to be targeted by the 10 most expressed miRNAs in rumen fluid. From these, 683 were successfully mapped against the bovine genome. A total of 144 classes for the biological processes (BP) and 11 for the molecular functions (MF) were significantly enriched, while no terms were found to be enriched for the cellular component (CP). A total of 46 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were significantly enriched according to the predicted targets for the 10 most expressed miRNAs (Supplementary table T1). The WGCNA analysis assigned the miRNAs to two main modules, identified by colors blue and turquoise (see details in the "MiRNA-microbiota interaction" section). For the blue module, the 10 most positively connected miRNAs had 1051 predicted gene targets (967 mapped to bovine). A total of 248 classes for the BP, 15 terms for the CP and 28 for the MF were found to be enriched. Furthermore, 26 KEGG pathways were significantly enriched (Fig. 2). For the turquoise module, the 10 most positively connected miRNAs had 677 predicted gene targets (589 mapped to bovine), but only 2 classes for the BP were significantly enriched (cellular protein modification process and protein modification process). For the KEGG pathways there was a tendency for the enrichment of FoxO signaling pathway. Four KEGG pathways that were enriched in the blue module (positive related miRNAs) were also identified in the predicted pathways via CowPI (bacterial invasion of epithelial cells, sphingolipid metabolism, insulin signaling pathway, lysosome), although in a very small relative abundance.

**Figure 2:**
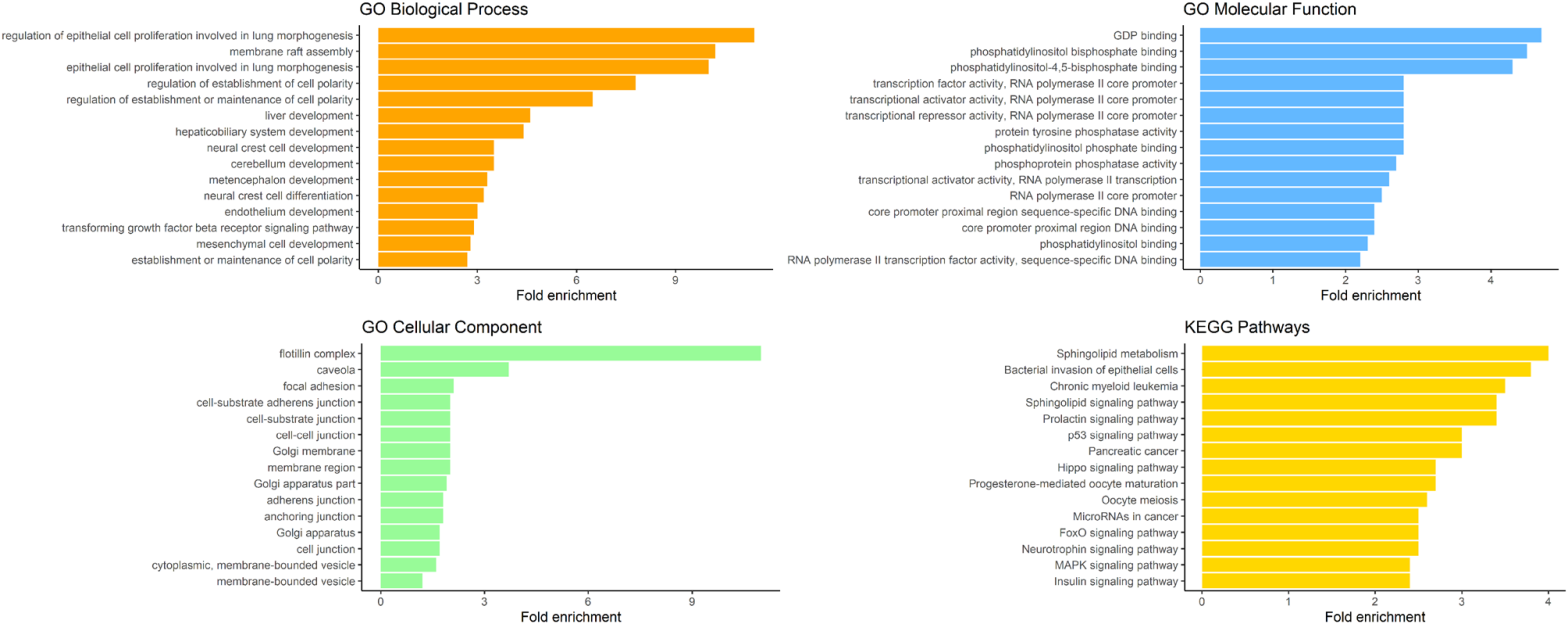
Fold enrichment of the predicted functional annotation of the 10 most positively connected miRNAs for the blue module. Results are presented for Gene Ontology (GO) main biological domains and KEGG pathways. Only the 15 most significantly enriched terms are presented per each category.

### Microbiota

Analyzing the microbiota composition, 2560 amplicon sequence variants (ASVs) were classified in 20 phyla, 73 families and 199 genera. The most abundant phyla were *Firmicutes* (83.9%), *Bacteroidetes* (11.2%) and *Patescibacteria* (2.9%) (Supplementary Fig. S1). *Lachnospiraceae* and *Ruminococcaceae* accounted together for more than 60% abundance at the family level, while the most abundant genera were *Christensenellaceae* R-7 group, *Ruminococcaceae* NK4A214 group, *Prevotella *1, *Acetitomaculum* and *Ruminococcus* 1 and 2. Phylum *Cyanobacteria* and two families (*Bacteroidales* BS11 gut group and uncultured rumen *Gastranaerophilales*) were differentially abundant between the two diets. At the genus level, 20 taxa were found to be differentially abundant from forage to the HG diet, with eight genera significantly increased and 12 reduced (Fig. 3). All alpha-diversity indices tested were affected by the diet change, with a significant reduction of diversity and richness in HG feeding (Fig. 4a). Both weighted and unweighted UniFrac analysis were influenced by the diet according to ADONIS (P = 0.04 and P = 0.03, respectively), while no significant effect due to the individual animal or the interaction between the two parameters was found (Fig. 4b,c). CowPI identified 178 metabolic pathways in the rumen fluid samples, of which only 30 showed a relative abundance above 1%. Some pathways were exclusively detected in one of the two feeding conditions. Inorganic ion transport and metabolism as well as bacterial invasion of epithelial cells were identified only during forage feeding, while carbohydrate digestion and absorption, inositol phosphate metabolism, lipopolysaccharide biosynthesis proteins, amino acid metabolism, glycosphingolipid biosynthesis—globo series and sphingolipid metabolism were only present in HG feeding.

**Figure 3:**
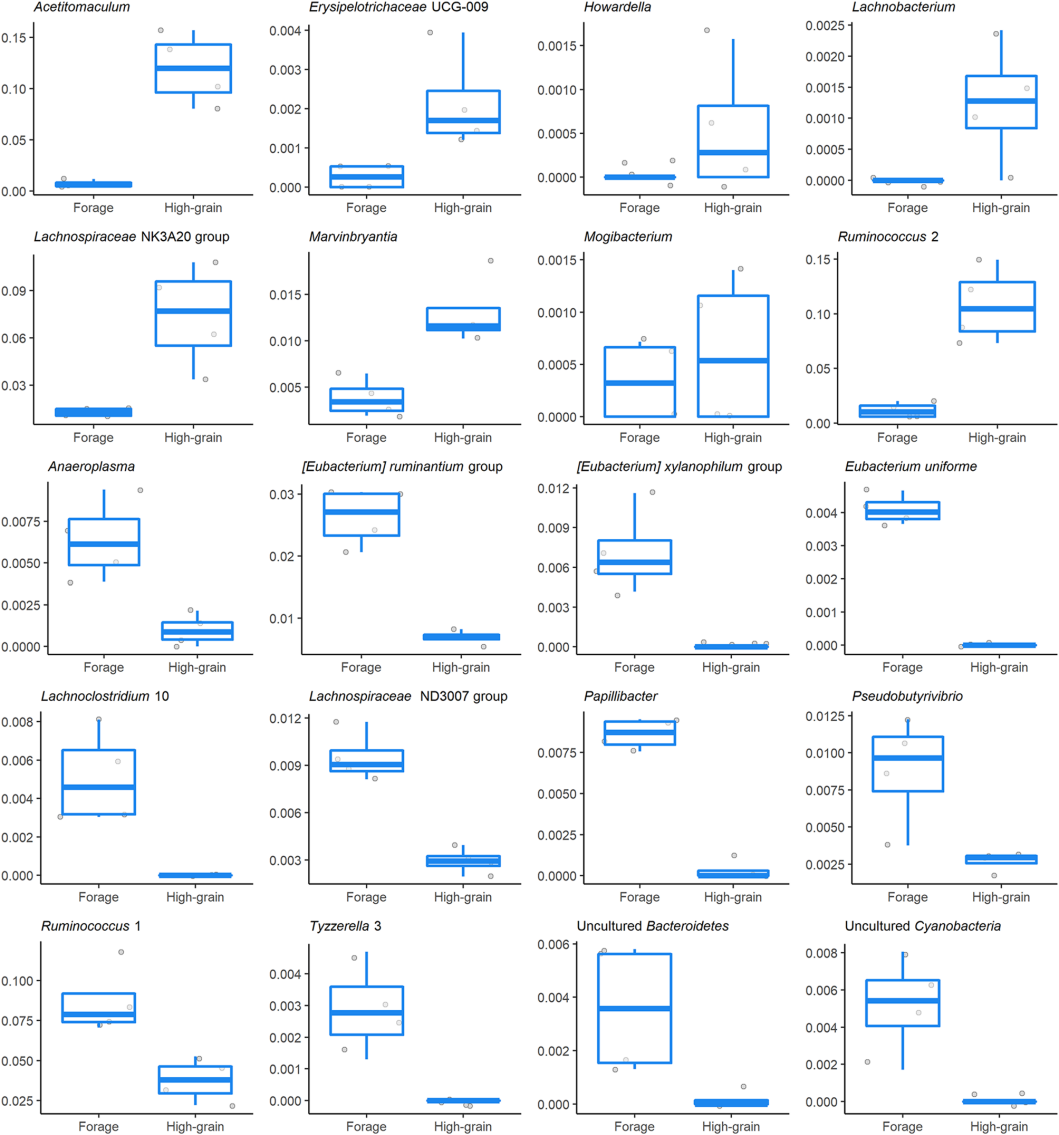
Relative abundances of the 20 genera found to be differentially abundant between the forage and high-grain (HG) feeding in rumen fluid. *Mogibacterium*, *Anaeroplasma*, uncultured *Bacteroidetes*, *Howardella* and *Pseudobutyrivibrio* had P-values between 0.05 and 0.10. For the rest of the genera the P-value was < 0.05. The reported P-values were corrected with the Benjamini–Hochberg method.

**Figure 4:**
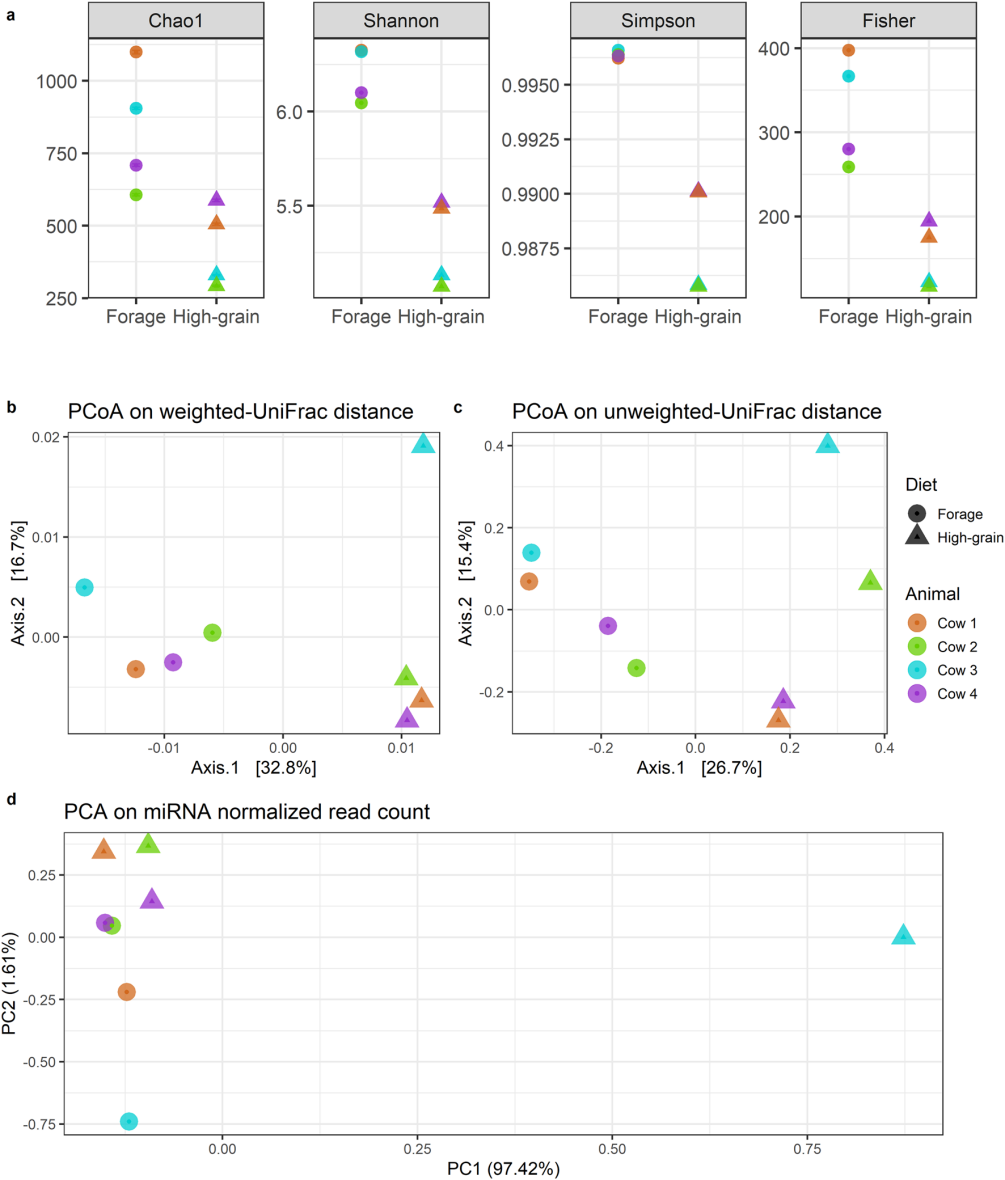
Alpha-diversity indices measured on rumen fluid during forage feeding and high-grain diet (**a**), PCoA on beta-diversity distance matrices (**b**,**c**) and PCA on normalized read counts of the miRNAs identified in rumen fluid (**d**). Chao1 (P = 0.04), Shannon index (P < 0.01), Simpson index (P < 0.01), and Fisher index (P = 0.02) were all reduced in high-grain feeding. Both Weighted UniFrac (P = 0.04) (**b**) and unweighted UniFrac (P = 0.03) (**c**) were influenced by the diet according to ADONIS.

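For the miRNAs of rumen fluid, principal components were computed from the authors' deposited normalized read counts, centred per miRNA and not scaled. The deposited values equalled the divided reads, rounded to whole reads and divided by DESeq2 size factors, for 377 of 377 entries in each library. The first component held 97.4% of the variance and the second 1.61%. HG replicate 2 had a score of 17361.8 on the first component, and the other 7 libraries had scores from −3027.9 to −1805.0. Bta-miR-143 contributed 40.7% to the first component, bta-miR-21-5p 32.7%, bta-miR-27b 6.71% and bta-miR-451 6.27%. Hsa-miR-451a, which holds the same reads as bta-miR-451, contributed another 6.27%, so the reads of miR-451 weighed more than those of bta-miR-27b. With each miRNA scaled to unit SD, the alternative that moved the first component most, it held 48.2% of the variance. Without HG replicate 2 it held 53.8%.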

### MiRNA-microbiota interaction

The miRNAs (normalized read counts) and the differentially abundant genera (relative abundance) per each individual sample were used to compute Pearson correlations. Significant correlations were found for 170 out of 377 identified miRNAs, of which 169 had high correlation scores (r > |0.70|) for at least one genus. Bta-miR-15b had low correlation scores (r < |0.70|) with all taxa. Highly significant correlations (r > |0.7| and P < 0.01) were detected for 39 miRNAs (Fig. 5). Bta-miR-487b (and hsa-miR-487b-3p) showed a strong correlation with the highest number of taxa (15, of which 12 with P < 0.01). Bta-miR-96 (and hsa-miR-96-5p), bta-miR-652 (and hsa-miR-652-3p), bta-miR-18a (and hsa-miR-18a-5p), and bta-miR-6123 showed strong correlation with more than half of the genera. Bta-let-7f and bta-let-7a-5p were among the most expressed miRNAs and were positively correlated with [*Eubacterium*] *xylanophilum* group (r = 0.89, P < 0.01 and R 0.77, P = 0.03, respectively), uncultured *Cyanobacteria* (*Melainabacteria*, order *Gastranaerophilales*, uncultured rumen bacterium) (r = 0.91, P < 0.01 and r = 0.78, P = 0.02, respectively) and *Ruminococcus* 1 (r = 0.90, P < 0.01 and r = 0.75, P = 0.03, respectively). Bta-let-7f was also correlated with *Papillibacter* (r = 0.74, P = 0.04) and with [*Eubacterium*] *ruminantium* group (r = 0.72, P = 0.05). *Ruminococcus 1* (relative abundance 8.7% in forage and 3.8% in HG diet) and *Ruminococcus 2* (relative abundance 1.2% in forage and 10.8% in HG diet) were inversely correlated with the vast majority of miRNAs, including bta-miR-487b and bta-miR-652 (and hsa-miR-652-3p). The hierarchical clustering of the correlation heatmap showed two main clusters, which were also present when reducing the matrix to the most significant correlations (Fig. 5, Supplementary Fig. S2).

**Figure 5:**
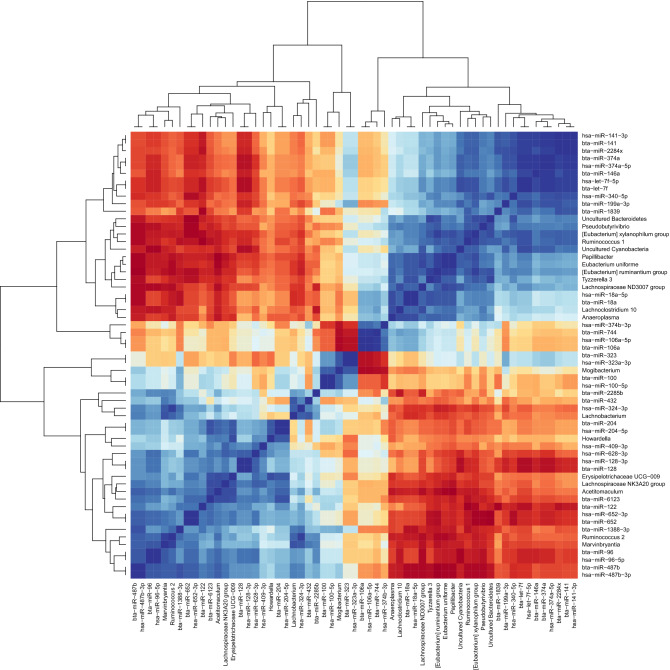
Heatmap of the correlation matrix between 20 differentially abundant genera and a subset of the most significant correlated (P < 0.01 and r > |0.70| for at least one genus) miRNAs identified in the rumen fluid. Taxa unclassified at the genus level were excluded. The hierarchical clustering shows two main clusters. Red corresponds to negative correlations, blue to positive correlations. Darker colors correspond to higher |r| values (range between − 1 and 1).

Prior to module detection with WGCNA, 10 miRNAs were removed (bta-miR-137, hsa-miR-137-3p, hsa-miR-29a-5p, bta-miR-184, bta-miR-2284y, bta-miR-2285av, bta-miR-11992, bta-miR-2285au, bta-miR-2285bh, bta-miR-2285ak-5p) due to too many missing values in the dataset. 

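Over the 8 libraries, these 10 entries had reads in 1 to 7 libraries. Besides the entries with reads on 1 diet alone and the miR-137 entries, they were hsa-miR-29a-5p with 83 reads (71 in HG replicate 2), bta-miR-184 with 79 (44 in forage replicate 2 and 31 in HG replicate 3), bta-miR-11992 with 50 (45 in HG replicate 2), and bta-miR-2284y and bta-miR-2285av. The last pair held the same 98 reads, of which 61 were in HG replicate 2, and lacked reads in HG replicate 3 alone. Among the 367 entries that remained, 14 lacked reads in at least 1 library, and none lacked them in more than 2.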

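The co-expression of the 367 rumen fluid entries was computed from the deposited normalized read counts with the settings of the paper's methods: biweight midcorrelation with at most 5% of values as outliers, a soft-thresholding power of 14 and signed topological overlap. WGCNA itself was not run. In its place the average-linkage tree was divided into the smallest number of clusters at which 2 held at least 30 miRNAs, so that no entry stayed unassigned. This gave clusters of 239 and 128 entries. Of the 20 turquoise miRNAs of Table 1, 11 fell in the cluster of 128, together with 3 blue ones. Of the 20 blue miRNAs, 17 fell in the cluster of 239, together with 9 turquoise ones. With Pearson correlation, the alternative that moved these numbers most, all 20 turquoise and all 20 blue miRNAs fell in the same cluster of 276. In 7 of the 10 alternatives, Pearson correlation included, most miRNAs of both colours fell in the same cluster. Without forage replicate 1, 18 of the 20 turquoise miRNAs fell in a cluster that also held 17 of the 20 blue ones, and without HG replicate 3, 18 fell in a cluster that also held 18 blue ones. On simulated data with known groups of 90 and 60 miRNAs, the procedure put 90 of 90 and 60 of 60 together.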

The software detected two main modules (identified by colors blue and turquoise), including 87 and 182 miRNAs, respectively (Fig. 6). For 98 miRNAs, no connection was detected (grey module). 

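The total read counts of Table 1 equalled the sums over the 8 rumen fluid libraries for 40 of its 40 miRNAs. Without the modules themselves, an eigengene was computed as the first principal component of the 20 miRNAs of each colour in Table 1, from the normalized read counts scaled to unit SD. The turquoise eigengene held 94.6% of the variance of its miRNAs and the blue eigengene 84.8%. Without HG replicate 2 they held 31.0% and 55.2%. Absolute correlations of the turquoise miRNAs with their eigengene were 0.867 to 0.996 over the 8 libraries, with the sign of Table 1 for 20 of 20, and of the blue miRNAs for 19 of 20. These correlations describe miRNAs chosen on the same libraries and rest on HG replicate 2, which held 86.5% of the squared turquoise score and 79.3% of the squared blue score. The turquoise score was 0.930 in HG replicate 2 and −0.177 to −0.0431 in the other libraries. The blue score was −0.890 in HG replicate 2 and −0.0284 to 0.332 in the others. From the forage to the HG diet the turquoise score rose by 0.295 on average, in 3 of 4 cows (exact sign-flip permutation test, two-sided p = 0.25, where 4 pairs cannot reach 0.05). Without replicate 2, with the eigengene computed anew from the remaining libraries, the difference was 0.0900. That score again has unit length, so it is not on the scale of the 0.295. The blue score changed by −0.229 and was higher on the HG diet in 2 of 4 cows (exact sign-flip permutation test, two-sided p = 0.625). With the blue eigengene computed anew without replicate 2, the difference was 0.0924. Relative to the median of the other libraries, normalized counts of the 10 positive turquoise miRNAs were higher in HG replicate 2 by 0.63 to 2.94 on the log2 scale. Those of the 10 negative ones differed by −0.40 to −0.12.

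**Figure D2:**
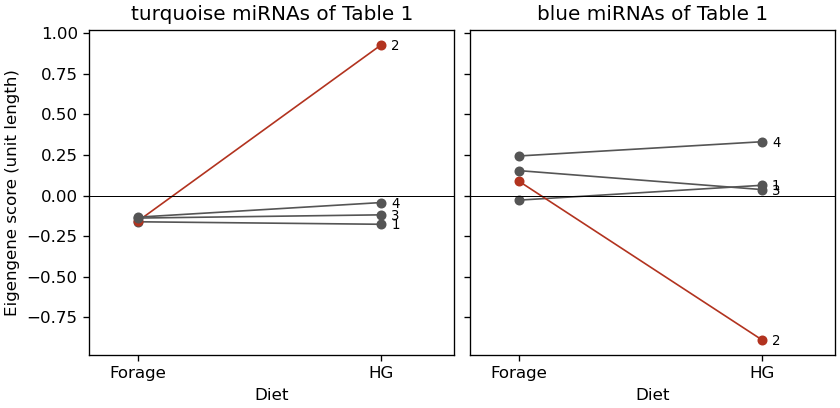
Eigengene scores (unit length) of the turquoise and the blue miRNAs of Table 1 on the forage and the HG diet. Each line joins the libraries of 1 cow, numbered as in GEO's labels. Replicate 2, in red, moves to 0.930 for turquoise and to −0.890 for blue.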

The most connected miRNAs per each module are shown in Table 1. The majority of genera were inversely correlated with the blue and turquoise modules (Fig. 7). All the taxa that were negatively correlated with the blue module were significantly increased with HG diet. Four genera, *Ruminococcus* 2, *Lachnobacterium*, *Marvinbryantia* and *Mogibacterium*, had the strongest correlations (r > |0.5|) with the modules and were significantly increased with HG diet. The first three were positively correlated with the turquoise module, while the latter was positively correlated with the blue module.

**Figure 6:**
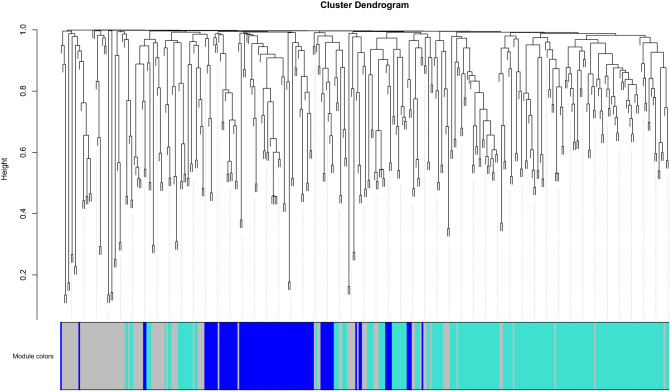
The dendrogram shows the clusters underlying the detection of the two modules identified in the rumen fluid samples. The blue module counted 87 miRNAs, while the turquoise module counted 182 miRNAs. The rest of the miRNAs, that were not significantly connected with either the blue or the turquoise, were grouped into the grey module.

**Table 1:** Most connected miRNAs (positively and negatively) with the two modules identified via WGCNA (turquoise and blue) and their total read counts in rumen fluid samples.

Turquoise	Read count	MM	Blue	Read count	MM
**Positive**					
bta-miR-27b	67,329	0.996	bta-miR-133a	581	0.969
bta-miR-6524	155	0.992	bta-miR-124b	3071	0.966
bta-miR-199a-5p	1651	0.992	bta-miR-124a	3071	0.966
bta-miR-143	199,669	0.992	hsa-miR-145-3p	1653	0.958
bta-miR-7859	125	0.991	bta-miR-9-5p	18,836	0.943
bta-miR-543	136	0.991	bta-miR-16b	81,803	0.926
bta-miR-126-5p	2436	0.990	bta-miR-101	23,298	0.913
bta-miR-152	887	0.990	bta-miR-125a	10,072	0.909
bta-miR-378	14,931	0.990	bta-miR-1	20,374	0.903
bta-miR-205	31,972	0.989	bta-miR-144	10,649	0.903
**Negative**					
bta-miR-486	91,159	− 0.989	bta-miR-450a	117	− 0.929
bta-miR-191	31,352	− 0.985	bta-miR-499	892	− 0.923
bta-miR-93	26,870	− 0.974	bta-miR-6120-3p	376	− 0.920
bta-miR-2285bc	5225	− 0.968	bta-let-7a-3p	687	− 0.912
bta-miR-16a	39,370	− 0.956	bta-miR-193a-3p	285	− 0.911
bta-miR-30b-5p	8439	− 0.954	bta-miR-429	3265	− 0.901
bta-miR-15b	61,988	− 0.949	bta-miR-148a	8198	− 0.888
bta-miR-142-5p	35,176	− 0.932	bta-miR-423-3p	9122	− 0.883
bta-miR-107	2670	− 0.910	bta-miR-181a	5801	− 0.870
bta-miR-150	18,578	− 0.868	hsa-miR-26b-3p	50	− 0.833

MM indicates the module membership: values closer to 1 or − 1 indicate higher connection with the respective module.

**Figure 7:**
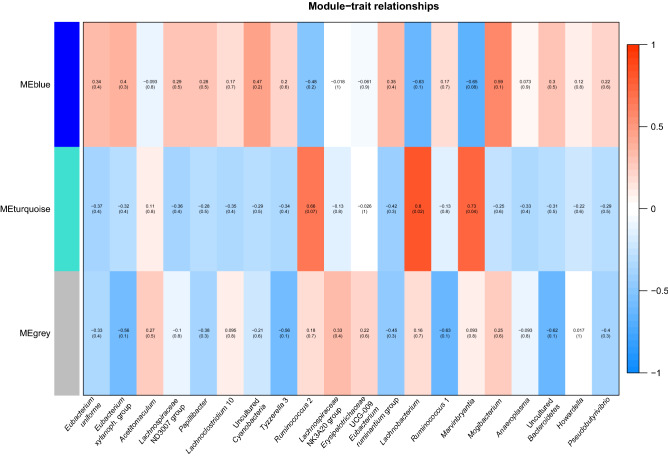
Correlation heatmap showing the relationship between the modules identified by WGCNA and the relative abundance of 20 differentially abundant genera found in rumen fluid (taxa unclassified at the genus level were excluded). Colors represent r values, ranging from − 1 to 1. Darker colors correspond to higher |r| values. The grey module includes miRNAs that were not significantly connected with either the blue or the turquoise module.

The majority (134 out of 170) of the miRNAs that the Pearson correlation found to be significantly correlated with at least one genus were also found belonging to either the blue or the turquoise module. All the miRNAs that were positively associated with the turquoise module were also significant in the Pearson correlation. Four miRNAs (bta-miR-124b, bta-miR-124a, hsa-miR-145-3p and bta-miR-144), which were positively associated with the blue module, were identified also with Pearson correlation. Such miRNAs were negatively correlated with *Ruminococcus* 1 (r = − 0.73 and P = 0.04 for bta-miR-124b, r = − 0.73 and P = 0.04 for bta-miR-124a, r = − 0.71 and P = 0.05 for bta-miR-144) and with uncultured *Cyanobacteria* (r = − 0.73 and P = 0.04 for hsa-miR-145-3p).

Significant correlations were found between 285 miRNAs and at least one microbial predicted pathway. Out of the 39 miRNAs that showed high correlations with the differentially abundant genera, 31 showed significant correlations also with at least one predicted pathway (Supplementary Fig. S3). All the most connected miRNAs identified by WGCNA for both modules showed significant correlations with microbial predicted pathways, except hsa-miR-26b-3p. Bta-miR-361 and bta-miR-7857-3p showed significant correlations with the highest number of pathways (15 and 13, respectively), followed by bta-miR-1307, bta-miR-2284ab, bta-miR-2285by and bta-miR-4286, that showed significant correlations with 12 pathways. Carbon fixation pathways in prokaryotes and lysosome pathway showed correlations with the highest number of miRNAs. Among others, lysosome was positively correlated with bta-miR-2285bc (r = 0.95, P < 0.01) and negatively with bta-miR-142-3p (r = − 0.94, P < 0.01) and bta-miR-29a (r = − 0.99, P < 0.01). Starch and sucrose metabolism pathway was positively correlated with bta-miR-361 (r = 0.93, P < 0.01) and bta-miR-6123 (r = 0.72, P = 0.05). Methane metabolism was correlated with 11 miRNAs, including bta-miR-487b (r = 0.73, P = 0.04) and bta-miR-18a (r = − 0.86, P = 0.01). Negative correlations were found also with bta-miR-2284ab (r = − 0.92, P < 0.01), bta-miR-2285by (r = − 0.92, P < 0.01), bta-miR-760-3p (r = − 0.79, P = 0.02) and bta-miR-655 (r = − 0.77, P = 0.03). Sphingolipid metabolism pathway was positively correlated with bta-miR-100 (r = 0.84, P < 0.01) and bta-miR-424-3p (r = 0.85, P < 0.01). Bta-let-7f and bta-let-7a-5p showed a negative correlation with lysosome (r = − 0.90, P < 0.01 and r = − 0.97, P < 0.01, respectively). In addition to methane metabolism, bta-miR-18a was significantly correlated with ABC transporters (r = − 0.73, P = 0.04), transcription factors (r = − 0.84, P = 0.01), and transporters (r = − 0.76, P = 0.03). Bta-miR-487b was also correlated with ABC transporters (r = 0.81, P = 0.01), amino sugar and nucleotide sugar metabolism (r = 0.72, P = 0.05), transcription factors (r = 0.80, P = 0.02), transporters (0.83, P = 0.01), and peptidoglycan biosynthesis (r = 0.76, P = 0.03).

## Discussion

### Core miRNAome

The presence of miRNAs has been demonstrated in human body fluids and in several organs and tissues in cattle, including the rumen epithelium^30–32^. In the present study, we demonstrated for the first time the presence of miRNAs in rumen fluid of cattle, confirming our hypothesis.

It is, however, still unclear how miRNAs reach extracellular fluids. Literature has often reported the presence of miRNAs in exosomes, which can be isolated in saliva and blood^33,34^. In the case of rumen fluid, a potential mechanism of release could indeed be salivary exosomes: it has in fact been demonstrated that exosomes of bovine origin resist the digestive process in humans^35^. Another possible mechanism could be the release from the rumen epithelium during normal turnover process, in form of apoptotic bodies^1,8^. It is known that HG feeding causes a reshaping of the ruminal epithelium, with an increase in size of the papillae, suggesting an enhanced cellular turnover resulting in a possible increase in cell sloughing and therefore, releasing miRNAs into the rumen lumen^36^. Despite the fact that such process seems to be a mere passive release of small RNAs, our data suggest a more active mechanism. In fact, only a part (373 from 638) of the expressed miRNAs from papillae were present in rumen fluid. Furthermore, also within the shared fraction, the most abundantly expressed miRNAs were still different between the two niches. We also identified four miRNAs to be solely expressed in the rumen fluid, although such findings might be a result of sequencing or bioinformatics errors due to their low read count^37,38^.

The animals that were included in our experiment showed a large individual variation, as indicated by the PCoAs and PCA showing the distribution of the samples for UniFrac distances in microbiota as well as for the normalized miRNA read counts. The individual variation we observed for the miRNAs in the rumen fluid was reflected in the microbial data. One animal in particular tended to have a different miRNA expression profile and microbiota composition in the HG diet, suggesting an important role of the animal specific response to the dietary induced challenge in our study^39^. Nevertheless, our statistical analyses did not confirm any significant difference derived from individual variability. Thus, it seems that the ruminal miRNA expression patterns for the 4 subjects included in our study were overall reasonably conserved, with a consistent response towards the dietary challenge.

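The miRNA profile of HG replicate 2 was compared with the other libraries over the 106 bovine entries with at least 2000 reads in total. The values compared were TMM-normalized CPM. The SD of its log2 ratios to the median of the other libraries was 0.386, with ratios from −0.43 to 1.26, and the SDs of the other 7 libraries lay between 0.0673 and 0.0991. The forage library of the same number did not deviate in the same way, with a Pearson correlation of −0.09 across miRNAs, which are not independent replicates. Lists of miRNAs named for cell types in general use showed where the difference lay. All 7 detected members of an epithelium list, such as bta-miR-205 and bta-miR-200a, were higher in HG replicate 2, with a median log2 ratio of 0.75. All 9 members of a list for stroma and smooth muscle were higher, with a median of 0.76, and so were 9 of the 10 most expressed miRNAs of papillae, with a median of 0.48. The 3 erythrocyte miRNAs were lower, with a median of −0.22. The median was −0.14 for the leukocyte list, −0.33 for the nervous tissue list and −0.34 for the striated muscle list, each with at least 1 member that was higher. The numbers of higher members depend on the normalization. As a share of miRNA reads, bta-let-7f of the papillae list was lowest in HG replicate 2 (3.13%), although its ratio was 0.0968. Bta-miR-200b of the epithelium list (ratio 0.0372) had 636 of 336153 miRNA reads there, against 1068 of 494162 in forage replicate 1. The epithelium list as a whole still had its highest share of read counts there, at 2.15%. These ratios describe 1 library and have no replicate.

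**Figure D3:**
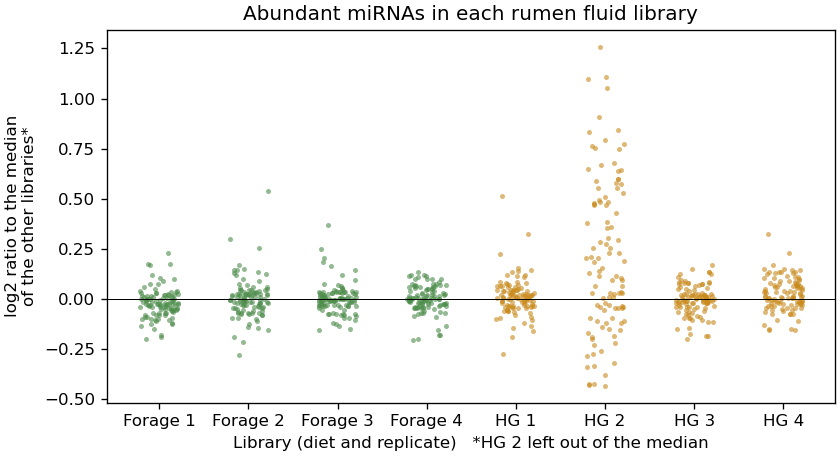
Log2 ratios of 106 abundant bovine miRNAs in each rumen fluid library to the median of the other libraries, with HG replicate 2 left out of the median. Each point is 1 miRNA, in green for the forage and orange for the HG diet. The SD of the points is 0.386 in HG replicate 2 and at most 0.0991 elsewhere.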

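Differences between the 4 cows were tested with the 3 block terms of the edgeR quasi-likelihood fit together. At an adjusted p under 0.05, 0 of the 377 entries differed, 9 had an unadjusted p under 0.05, and the smallest adjusted p was 0.901. The smallest unadjusted p belonged to bta-miR-32. The 3 entries with reads in a single library were among those with an unadjusted p under 0.05. Without replicate 2, 2 entries were called and 22 had an unadjusted p under 0.05. The called entries, bta-miR-2285bh and bta-miR-2285ak-5p (edgeR adjusted p = 0.0109), were the pair with identical reads in forage replicate 1 alone. In the other alternatives the smallest adjusted p was 0.750 to 1.00. With DESeq2 in place of edgeR, 0 entries were called and 6 had an unadjusted p under 0.05.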

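Over the 353 entries with reads in all 8 libraries, CPM moved the same way from the forage to the HG diet in 4 of 4 cows for 54 entries (15.3%), where 12.5% would do so by chance. Of these, 31 were higher on the HG diet and 23 were lower. Among the 3 cows other than number 2, 93 entries (26.3%) moved the same way in all 3, against 25.0% by chance. The entries share reads and are not independent of each other. The biological coefficient of variation that edgeR estimated within the blocked fit was 0.144 over all entries, and 0.0178 without replicate 2.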

We have previously demonstrated that the diet switch from forage to HG triggers a series of reactions at the epithelial level: both transcriptome and miRNAome were altered within a week, suggesting a quick change of metabolism in response to the diet^40^. 

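In rumen fluid, bta-miR-93, on chromosome 25 of UMD3.1 from 36892259 to 36892280 and encoded inside MCM7 between MIR106B and MIR25, had 5534 ± 76.1 CPM (SD, n = 4) on the forage diet and 5417 ± 218 (SD, n = 4) on the HG diet. Its log2 fold change was −0.03 (standard error 0.04, edgeR adjusted p = 0.830), and it was lower on the HG diet in 3 of 4 cows. Without replicate 2 the log2 fold change was −0.0037. Bta-miR-143, on chromosome 7 from 62809359 to 62809380 and next to MIR145, had 38587 ± 813 CPM (SD, n = 4) on the forage diet and 44337 ± 10735 (SD, n = 4) on the HG diet. Its log2 fold change was 0.17 (standard error 0.11), and it was higher in 3 of 4 cows. Without replicate 2 it was 0.02. Both lay within the spread of the 4 cows. With the turquoise eigengene, the correlation over the 8 libraries was −0.972 for bta-miR-93 and 0.992 for bta-miR-143, and this rests on HG replicate 2. In that library bta-miR-93 was lower than the median of the others by a log2 ratio of −0.14.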

Two of the miRNAs that were differentially expressed in the ruminal papillae (bta-miR-93 and bta-miR-143) were associated with the turquoise module in the present study. However, surprisingly, our analyses did not find any differentially expressed miRNA in rumen fluid. This is a further indication that the rumen fluid miRNAome is not only a passive reflection of what circulates at the level of the epithelium. Nevertheless, since we only sampled free rumen fluid from the ventral sac of the rumen, it needs to be considered that other fractions of the rumen contents could provide different results. 

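Whether groups of rumen fluid miRNAs moved together with the diet was tested with fry on 7 lists fixed in advance. The lists held miRNAs of erythrocytes, leukocytes, epithelium, stroma and smooth muscle, striated muscle and nervous tissue, and the 10 most expressed miRNAs of papillae in Fig. 1b. At an adjusted p under 0.05, 0 of the 7 lists differed in a two-sided test and 0 had an unadjusted p under 0.05, with a smallest unadjusted p of 0.186. The adjusted p from edgeR's fry was 0.771 for striated muscle and 0.500 for each of the others. The median log2 fold change was 0.14 for the papillae list, 0.16 for epithelium, 0.22 for stroma and smooth muscle, −0.08 for erythrocytes, −0.05 for leukocytes, −0.06 for nervous tissue and −0.01 for striated muscle. Without replicate 2 all medians lay between −0.02 and 0.03, and those of epithelium and nervous tissue changed sign. That of striated muscle was 0.01 without replicate 3. In simulated libraries the test called the 1 list that had been raised and none of the others. That list was raised by a log2 change of 1 in every HG library. Smaller shifts, or shifts in 1 library alone, were not simulated. The paper proposes that the rumen fluid miRNAome does more than passively reflect what circulates in the epithelium. It takes the absence of differentially expressed miRNAs in rumen fluid, beside the change it describes in the papillae, as a further sign. Its earlier evidence was that only some papillae miRNAs were found in rumen fluid and that the most abundant ones differed.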

The encouraging findings obtained in our exploratory study warrant further research on the presence of miRNAs in other ruminal compartments and their differential expression in response to the diet.

### Role of the miRNAome in rumen fluid

Assuming that the secretion from the ruminal epithelium towards the lumen is directed, our next aim was to uncover the role of miRNAs in the rumen fluid. Our hypothesis was that there is a cross-talk between the host and its ruminal microbiota, possibly mediated by miRNAs. Previous research has provided evidence of this potential interaction, based on the crucial role of miRNAs found in the early stages of gut development in calves^29,41^. Therefore, we performed network analyses to highlight the possible correlations between the rumen fluid miRNAome and the microbiota composition and predicted pathways. 

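In rumen fluid, 9 bovine let-7 entries were detected, with 356540 reads over the 8 libraries, which is 11.0% of the read counts of all bovine entries. Family members differ by few nucleotides and share some reads. By divided reads, the family held 6.39% of the bovine reads. The lower share does not measure sharing between members, since reads held by a human entry too were also divided. Bta-let-7g and hsa-let-7g-5p held the same 75286 reads, and 37536.69 divided reads each. By undivided reads, 3 of the 10 most expressed miRNAs were let-7 members. From the forage to the HG diet, the log2 fold change was 0.01 for bta-let-7f (standard error 0.03), 0.06 for bta-let-7a-5p (standard error 0.05) and −0.02 for bta-let-7g (standard error 0.03). None passed the threshold of edgeR's test, and without replicate 2 bta-let-7f and bta-let-7a-5p changed direction. By edgeR, bta-let-7f had 21980 ± 131 CPM on the forage diet (SD, n = 4) and 22220 ± 829 on the HG diet (SD, n = 4).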

MicroRNAs belonging to the let-7 family were among the most expressed in rumen fluid. Family let-7 is highly conserved among animals and seems to regulate RAS gene expression, which is important for mitosis of the rumen epithelial cells^42–44^. The high abundance of miRNAs belonging to let-7 family in rumen fluid could explain the significant enrichment of the RAS signaling pathway and could indicate an influence on host function. Bta-let-7f and bta-let-7a-5p were identified amongst the most expressed miRNAs in our study as well as in several gut tracts in cattle^27,45^. Interestingly, they were correlated only with a few microbial pathways, but showed, together with bta-miR-18a, an inverse correlation pattern with the microbiota composition compared to the other miRNAs. The relationship of bta-miR-18a with bacteria has been demonstrated both in humans and in cattle, where the expression of bta-miR-18a in the distal jejunum was hypothesized to be involved in *E. coli* shedding^45^. In our study, bta-miR-18a was negatively correlated with four pathways, mostly related to transporters.

Bta-miR-487b was correlated with the highest number of genera in our study and with several predicted pathways, but the relationship of this miRNA with bacteria is not well understood yet. Its expression was hypothesized to be linked to gut microbiota in mice, where miR-487b was found to be less expressed in germ-free mice, but at the same time the presence of lipopolysaccharide (LPS) reduces its expression, thus promoting macrophage-mediated immunity^46,47^. This could explain the negative correlation with Gram-negative taxa such as *Anaeroplasma*, uncultured *Bacteroidales* and *Pseudobutyrivibrio* found in our study. However, bta-miR-487b was also negatively correlated with Gram-positive strains, despite being positively correlated with peptidoglycan biosynthesis pathway. These findings, together with the significant correlations with sugar metabolism, transcription factors and transporters, indicate a potential major role played by bta-miR-487b in the rumen and the further need to explore its possible function in regulating host-microbiota interactions.

Despite few available studies on miRNAs in the gut in cattle, the overall knowledge of the composition of the ruminal miRNAome is still largely unknown. For example, we identified several miRNAs belonging to the miR-2285 family: previous research has confirmed the specificity of members of this family to the rumen, while their function remains unknown^27,49^. 

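In rumen fluid, 13 entries of the bovine miR-2285 family were detected, with 7711 reads over the 8 libraries. Of these reads, 67.8% belonged to bta-miR-2285bc and 1476 to bta-miR-2285bf, and the other 11 entries held 59 to 180 reads each. There were 8 entries with reads in all 8 libraries and 3 with reads in 1 library only. For 9 of the 13 entries, the divided reads were fewer than the undivided ones, since some of their reads map more than 1 time.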

Though bta-miR-2285bc was strongly associated with the turquoise module from the WGCNA analysis in our study, it was impossible to determine its target genes through TargetScan. 

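Bta-miR-2285bc, on chromosome 3 of UMD3.1 from 94548627 to 94548649, had 5225 reads over the 8 rumen fluid libraries. Its gene lies inside ORC1. It took 0.166% ± 0.00207 (SD, n = 4) of the miRNA reads on the forage diet and 0.157% ± 0.0307 (SD, n = 4) on the HG diet. Its correlation with the turquoise eigengene was −0.961 over the 8 libraries. It was lower in HG replicate 2 than the median of the others by a log2 ratio of −0.40, and the correlation rests on that library.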

While bta-miR-2285bc showed a correlation only with bacterial lysosome pathway, bta-miR-2285by was correlated with a large number of microbial pathways, indicating a potential important role in regulating microbial activity. Particularly interesting was the negative correlation of bta-miR-2285by with methane metabolism. Together with other negatively correlated miRNAs, bta-miR-2285by could represent a further tool to be evaluated in the challenging research of reducing methane emissions in cattle. The lack of research with a focus on the host-microbiota interaction in the rumen prevents us to further understand and discuss the role of miRNAs belonging to the miR-2285 family despite their strong correlations with the ruminal microbiota. Furthermore, Sommer et al. have found that the microbiota triggers different responses in the different tracts of the gut in mice^48^. Therefore, although miRNAs are very conserved across species, the response that we observed in the rumen might be quite different than the effects elicited in lower tracts of the gut.

### The miRNAome and its relationship with the ruminal microbiota

To get a global view on the interaction of the miRNAome and the ruminal microbiota, we performed canonical hierarchical clustering on the Pearson correlation matrix and WGCNA. Both analyses were in agreement in detecting two main clusters among the samples. While the Pearson correlations allowed us to identify possible connections between single miRNAs and the microbiota abundance, WGCNA analysis was performed with the aim to predict the possible function of such interactions on a broader scale. Therefore, the results relative to the modules need to be interpreted considering the miRNAs as part of a group with potentially similar targets and functions, regardless of their interactions as individual entities. Despite containing less than half the total miRNAs found in rumen fluid, one of the two clusters (blue module) had more target genes and enriched pathways than the other (turquoise module).

A possible indication of cross-talk in the rumen is given by the *Ruminococcus* genus groups 1 and 2 inverse correlations with rumen fluid miRNAs, detected both by WGCNA and Pearson analysis. The sequences formerly classified as *Ruminococcus* have been recently split into the two groups, with the majority (67%) assigned to the first group, including *Ruminococcus flavefaciens* and *Ruminococcus albus*, while the rest was assigned to group 2, in which the core representative is *Ruminococcus bromii*^50^. The main metabolic difference between these groups seems to be the capability to metabolize resistant starch. In fact, while *Ruminococcus bromii* is known for its capability to degrade resistant starch, *Ruminococcus albus* seems to prefer substrates other than amylose^51,52^. Furthermore, bta-miR-361 and bta-miR-6123, which were positively correlated with microbial starch metabolism, showed a negative correlation with *Ruminococcus* 1. Therefore, the diet challenge is probably the main responsible for the differential abundance of *Ruminococcus* 1 and 2 found in our study, while the inverse correlation pattern with miRNAs suggests a possible involvement of the host in this response. Given the symbiotic relationship of *Ruminococcus* with the host, it is essential to understand how the host-microbiota cross-talk could influence their proliferation in the gut, especially in response to dietary challenges^53,54^.

Genera [*Eubacterium*] *xylanophilum* group, uncultured *Cyanobacteria* and *Ruminococcus* 1 were correlated with the highest number of miRNAs, indicating that their presence in the rumen fluid is probably highly regulated by the host. It is interesting that *Cyanobacteria* showed a significant correlation with host-derived miRNAs in this study, combined with the fact that this taxon is usually detected in the rumen, even if in low abundance. This genus was classified as belonging to *Melainabacteria*, a non-photosynthetic class^55^, and although the specific ecological niche and even the precise taxonomy of *Cyanobacteria* are still questioned^56,57^ our findings may indicate an important role played in the rumen by bacteria belonging to this phylum.

### Functional analysis of enriched miRNAs and microbiota

Interestingly, the representative miRNAs of the blue module discovered by the WGCNA analysis had enriched classes associated with the cellular component, while the overall most expressed miRNAs did not seem to exert an effect on such biological domain. Therefore, it seems that the miRNAs that were grouped in the blue module could potentially be responsible for the main metabolic effects, and could be overall more active than the miRNAs belonging to the turquoise module.

One of the most interesting results of our study were the common pathways found enriched in the blue module (deriving from host miRNA expression) and detected also through CowPI (referring to microbiota data). Although the pathways predicted based on 16S microbiota data had very low relative abundances, the fact that the same metabolic processes were significantly enriched due to the activity of the miRNA of the blue module strengthens our hypothesis of a possible cross-talk in the rumen. Two of these pathways (bacterial invasion of epithelial cells and lysosome) evoke the capability of some pathogen bacteria to enter the host cells. Such interaction seems in fact to be regulated by miRNAs: some bacterial strains, such as *Salmonella typhimurium*, *Listeria monocytogenes* and *Mycobacterium* sp., have been demonstrated to mutate miRNA expression in the host cells in order to modify the cellular cytoskeleton and alter the phagocytosis process^58–60^. Both miR-142-3p and miR-29a, that were identified as key components of the cross-talk in the aforementioned studies, were negatively correlated with lysosome bacterial pathway in the present experiment.

Another interesting indication of the possible cross-talk in the rumen was the common finding of sphingolipids associated KEGG pathway both in the microbiota and the host. Although only relatively few bacterial strains, belonging to phyla *Bacteroidetes* and *Proteobacteria*, are capable of synthetizing this particular type of lipids, it seems that sphingolipids can play a role in the host-microbiota interaction. Previous research has in fact demonstrated that bacterial-derived sphingolipids can modulate the host lipid metabolism and sphingolipid de novo biosynthesis, as well as be used as signaling molecules^61,62^. However, the miRNAs that were correlated with sphingolipid metabolism pathway were correlated with taxa belonging to phylum *Firmicutes* in our study, indicating that this interaction mechanism warrants further research in the ruminal environment.

## Conclusion

The results discussed so far depict a fairly suggestive picture of the possible host-microbiota cross-talk mediated by miRNAs. While we recognize the limits of our exploratory study, as well as the lack of research on this topic, we believe that our experiment could serve as basis for further research: experiments with larger sample size and including animals at different stages of lactation could confirm and strengthen our findings. Nonetheless, we believe that the elements gathered in this study support the hypothesis of an existing miRNA-mediated host-microbiota interaction and are strong enough to raise the interest of the scientific community to further investigate this widely unexplored topic^8^. As a matter of fact, some researchers have already delivered evidence on the role of miRNAs in the development of the GIT of calves, recently focusing their interest also on the interaction with the microbiota^32,41,63^. However, studies on adult cattle are still lacking. Our data support the idea that unveiling the mechanisms of cross-talk between the host and the gut microbiota in livestock could provide significant knowledge also for human medicine, as suggested by Malmuthuge and Guan in their recent review work^64^.

In this study, we demonstrated for the first time the presence of miRNAs in rumen fluid, and we propose their potential role as a mechanism of interaction between the host and the ruminal microbiota. We suggest this communication to be bidirectional, with the microbiota influencing the miRNA expression pattern of the host, and the host possibly contributing to shape the gut bacterial profile through the production of specific miRNAs.

## Materials and methods

### Experimental design and animal housing

Four non-lactating ruminally-cannulated Holstein cows (916.3 ± 36.3 kg, 10.0 ± 1.5 years) were used in this study, that was approved by the Institutional Ethics and Animal Welfare Committee of the University of Veterinary Medicine Vienna and the Austrian national authority according to the law for animal experiments (protocol number: BMNWF-68.205/0003-V/3b/2019) and conducted in compliance with ARRIVE guidelines. The cows selected were a subset of a larger group used in a parallel study, in which they served as control animals. The cows were transitioned from a forage diet (baseline) to a high-grain diet (HG) using a step-wise adaptation over a 1-week period. The forage diet consisted of 75% grass silage, 15% corn silage, and 10% grass hay on dry matter (DM) basis. The HG diet included 26.3% grass silage, 8.7% corn silage and 65% concentrate on DM basis. Concentrate mixture consisted of pellets composed of 30.22% barley, 18.1% triticale, 23.08% bakery by-products, 24.0% rapeseed meal, 3.0% molasses, 0.8% mineral-vitamin premix for dairy cattle, 0.5% limestone, and 0. 3% salt. The animals were fed once daily, at 7:00 am. Feed, mineral blocks, and water were available for ad libitum consumption. Cows were housed in a free-stall barn with individual deep cubicles (2.6 × 1.25 m) with straw bedding.

### Sample collection

Samples were collected at baseline, on day 7 of the forage diet, and at HG, on the first day of receiving 65% concentrate in the diet. All samples were collected four hours after the morning feeding. The sampling schedule was aimed to detect fast changes in the miRNA expression in response to the dietary change, as well as to allow the microbiota to maximize its activity after the morning feeding. First, rumen fluid was collected from the ventral sac of the rumen using a 20 ml sterile syringe. Samples were immediately frozen in liquid nitrogen in 2 ml cryotubes. To collect papillae samples, the rumen was manually partially emptied, and the content was stored in insulated plastic bins. An area of rumen wall approximately 20 cm below the fistula was exteriorized through the cannula and washed with PBS (circa 5 × 5 cm). The papillae were cut with sterile scissors close to their basis. The papillae were immediately submerged in PBS and gently shaken for a few seconds. The tissue samples were snap frozen in liquid nitrogen and then placed in 2 ml cryotubes, which were then stored at − 80 °C until further processing. The rumen was refilled after sampling. The equipment was washed and disinfected with ethanol or discarded after every use.

### RNA extraction

Total RNA from rumen fluid samples was extracted using NucleoSpin Plasma miRNA Kit (Macherey–Nagel, Germany) following the manufactures protocol for isolation of small and large RNAs. Minor modifications were introduced to optimize the protocol for rumen fluid: a total of 300 µl were used as starting material, and RNA was eluted with 30 µl of RNase-free water. For papillae samples, RNA was extracted according to the manufacturer’s instructions with minor changes using the NucleoSpin miRNA kit (Macherey–Nagel, Germany), as described by Pacífico et al.^40^. The extraction was performed with 30 mg of papillae starting material, which was disrupted and homogenized in 300 µl lysis buffer with ceramic beads. The RNA was eluted using 50 µl of RNase-free water. All samples were frozen and stored at − 80 °C. Quality control was performed using a chip for small RNAs (Agilent, California, USA) in a Bioanalyzer instrument (Agilent 2100 Bioanalyzer, California, USA). The resulting electropherograms and electronic virtual gel-like images were carefully examined to assess miRNA quantity and quality before sequencing.

### RNA sequencing and bioinformatics

Sequencing was performed using a 50-base single-end approach on a NovaSeq 6000 (Illumina) platform by CeGat GmbH (Tübingen, Germany). Libraries were prepared from 200 ng for papillae samples and from 42 ng up to 76 ng for rumen fluid samples using NETflex Small RNA-Seq Kit (Bioo Scientific). Sequences were demultiplexed with Illumina bcl2fastq (2.20) and adapters were trimmed with Skewer (version 0.2.2). Demultiplexed reads were analyzed using sRNAbench^65,66^, after discarding reads with an average PHRED score below 20 and below 15 nucleotides in length. The software was run in genome mode using the cow genome (UMD3_1_mp)^67^ and miRBase 22 as a reference, to identify bovine (bta) miRNAs and human (hsa) miRNA homologues. Sequences were mapped using Bowtie (v1)^66,68^, allowing two nucleotide mismatches. The resulting files per each sample were filtered based on the read counts using package tidyverse^69^ in R software (R version 4.0.2). The human homologues for which a corresponding bovine miRNA was not identified were included in downstream analyses. The resulting final dataset contained the selected miRNAs on the basis of the minimum read count (10 reads in at least one sample).

TargetScan (release 8.0, September 2021) was used to predict the target genes of the 10 most expressed miRNAs^70^, selecting the target genes with a cumulative weighted context++ score < − 0.4^40^. Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 was used to inspect the annotated functions of the predicted target genes using *Bos taurus* as reference genome. Results were inspected for KEGG pathways and Gene ontology (GO). The latter was further investigated in regards to molecular function (MF), biological process (BP), and cellular component (CC). P-values were adjusted with Benjamini–Hochberg method and considered significant if P ≤ 0.05 and trends if 0.05 < P ≤ 0.1.

### Bacterial DNA extraction, sequencing and bioinformatics

For bacterial DNA extraction from rumen fluid, the same protocol as described in Ricci et al.^71^ was used (DNeasy PowerSoil Kit (Qiagen, Germany)) with the same modifications and additional pre-processing steps for mechanical and enzymatic lysis. The concentration of DNA extracted from each sample was measured with Qubit fluorometer (Qubit™ 4 Fluorometer, Thermo Fisher Scientific, USA) using the Qubit™ dsDNA HS Assay Kit (Life Technologies, CA, USA). Targeted 16S rRNA gene sequencing was performed in an external laboratory (Microsynth, Balgach, Switzerland), using the primers 341F-ill (5′-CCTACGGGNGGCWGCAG-3′) and 802R-ill (5′-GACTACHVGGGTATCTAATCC-3′), targeting the V3-V4 hypervariable region of the 16S rRNA gene^72^. Libraries were prepared with 16S Nextera two-step PCR, adding barcodes and Illumina adaptors. Equimolar pools of samples were sequenced using Illumina MiSeq sequencing platform (250 bp paired-end reads). The resulting sequences were demultiplexed, trimmed and merged by Microsynth. Quality of the merged reads was inspected using FastQC^73^ before being analyzed with software QIIME 2 (v. 2020.2)^74^. Quality filtering was performed (minimum PHRED score = 20) before denoising with deblur, trimming the samples at 400 nucleotides^75^. A Naive Bayes classifier was trained for the specific primer sequences to assign taxonomy against the SILVA 132 99% OTU reference database. The sequences were then further filtered to exclude mitochondrial contamination. Alpha- and beta-diversity were calculated and analyzed using phyloseq and vegan packages in R^76,77^. The most representative sequences and the feature table were used for functional prediction of the rumen fluid microbiota through CowPI^78^. Briefly, the software implements the widely known Phylogenetic Investigation of Communities by Reconstruction of Unobserved States (PICRUSt) by combining the datasets of the Global Rumen Census and the Hungate 1000 project, thus targeting the metabolic prediction specifically for ruminal microorganisms^14,79^. The functional prediction was run in the publicly available application in Galaxy (https://share-galaxy.ibers.aber.ac.uk/, v. 1.1.1.0) with the default parameters.

### Network analysis and functional prediction

A subset of bacterial taxa (see “Statistical analyses” section) was used to compute network analysis between miRNAs and microbiota through Weighted gene co-expression network analysis (WGCNA)^80^. The weighted co-expression analysis was run using blockwiseModules function in unsigned clustering mode, with a soft-thresholding power of 14, biweight mid-correlation as correlation method and restricting the proportion of outliers to 0.05. Topological Overlap Measure (TOM) was set as “signed” to account for possible anti-reinforcing connection strengths. The minimum size for module detection was set to 30 and 0.25 was the threshold for dendrogram height cut for module merging. TargetScan and DAVID were used to predict the targets and functions of the main miRNAs belonging to the modules identified by WGCNA. The most important miRNAs per each module were identified based on the Module Membership (MM), which measures how correlated a miRNA is to the module eigengene. If the MM value is close to 1 or -1, it is highly connected to the module. Therefore, the top 10 most connected miRNAs (both positive and negative) were used in TargetScan. The predicted targets with a cumulative weighted context++ score < -0.4 were merged for the 10 most connected miRNAs in both modules and used as input for DAVID. Figures were obtained using R packages ggplot2, ggvenn, and ggpubr^81–83^.

### Statistical analyses

Statistical analyses were performed using R^84^. Samples were examined for most expressed and for shared and unique miRNAs between animals and diets using tidyverse. Differential expression was calculated with DESeq2 package version 1.30.1^85^, using the following formula for the model: Y = cow + diet. Normalization was performed according to the default options, using DESeq2’s median of ratios. Counts were divided by sample-specific size factors determined by median ratio of miRNA counts relative to geometric mean per miRNA. Alpha-diversity indices were analyzed with lmer function of lme4 package, with diet as fixed effect and cow as random effect^86^. Beta-diversity was tested for the effect of diet, cow and their interaction using ADONIS function from vegan package. Microbiome Multivariable Associations with Linear Models (MaAsLin2 version 0.04) package in R^87^ was used to detect differentially abundant taxa from forage to HG diet. The model was run using Centered Log-Ratio (CLR) normalization and Linear Model (LM) method, with diet as fixed effect and individual animal as random effect. P-values were corrected with Benjamini–Hochberg method^88^, and were considered significant if Q ≤ 0.1. The resulting differentially abundant genera were used to compute Pearson correlations with expression of miRNAs (normalized read counts), using rcorr function of R package Hmisc^89^. Strong correlations were defined as r > |0.7| and P < 0.01. The same subset of bacterial taxa, excluding the unclassified genera, was used to compute network analysis through (WGCNA). Pearson correlations were also performed for the miRNA normalized read counts and the relative abundances of the 30 most abundant microbial predicted pathways and of the 4 pathways that were found in common between the miRNAs functional prediction and CowPI predictions.

## Supplementary Information

Supplementary Information.

## Data Availability

Sequencing data are available at NCBI Sequence Read Archive (SRA) and Gene Expression Omnibus (GEO) databases with accession numbers PRJNA802085 for the 16S rRNA gene and at GSE195757 for the rumen fluid miRNAs.

# Supplementary material for: Characterization of presence and activity of microRNAs in the rumen of cattle hints at possible host-microbiota cross-talk mechanism
**Source:** Sci Rep. 2022 Aug 15;12:13812. doi: 10.1038/s41598-022-17445-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary material**

**Supplementary Table T1.** Enriched GO classes and KEGG pathways resulting from the target and functional prediction for the 10 most expressed miRNAs in the rumen fluid. (Count = number of genes involved per each term; % = percentage of genes involved per each term; q-value = p-value adjusted with Benjamini and Hochberg method).

**Supplementary Figure S1.** Relative abundance of the 10 most abundant phyla per each animal at the two feeding conditions.

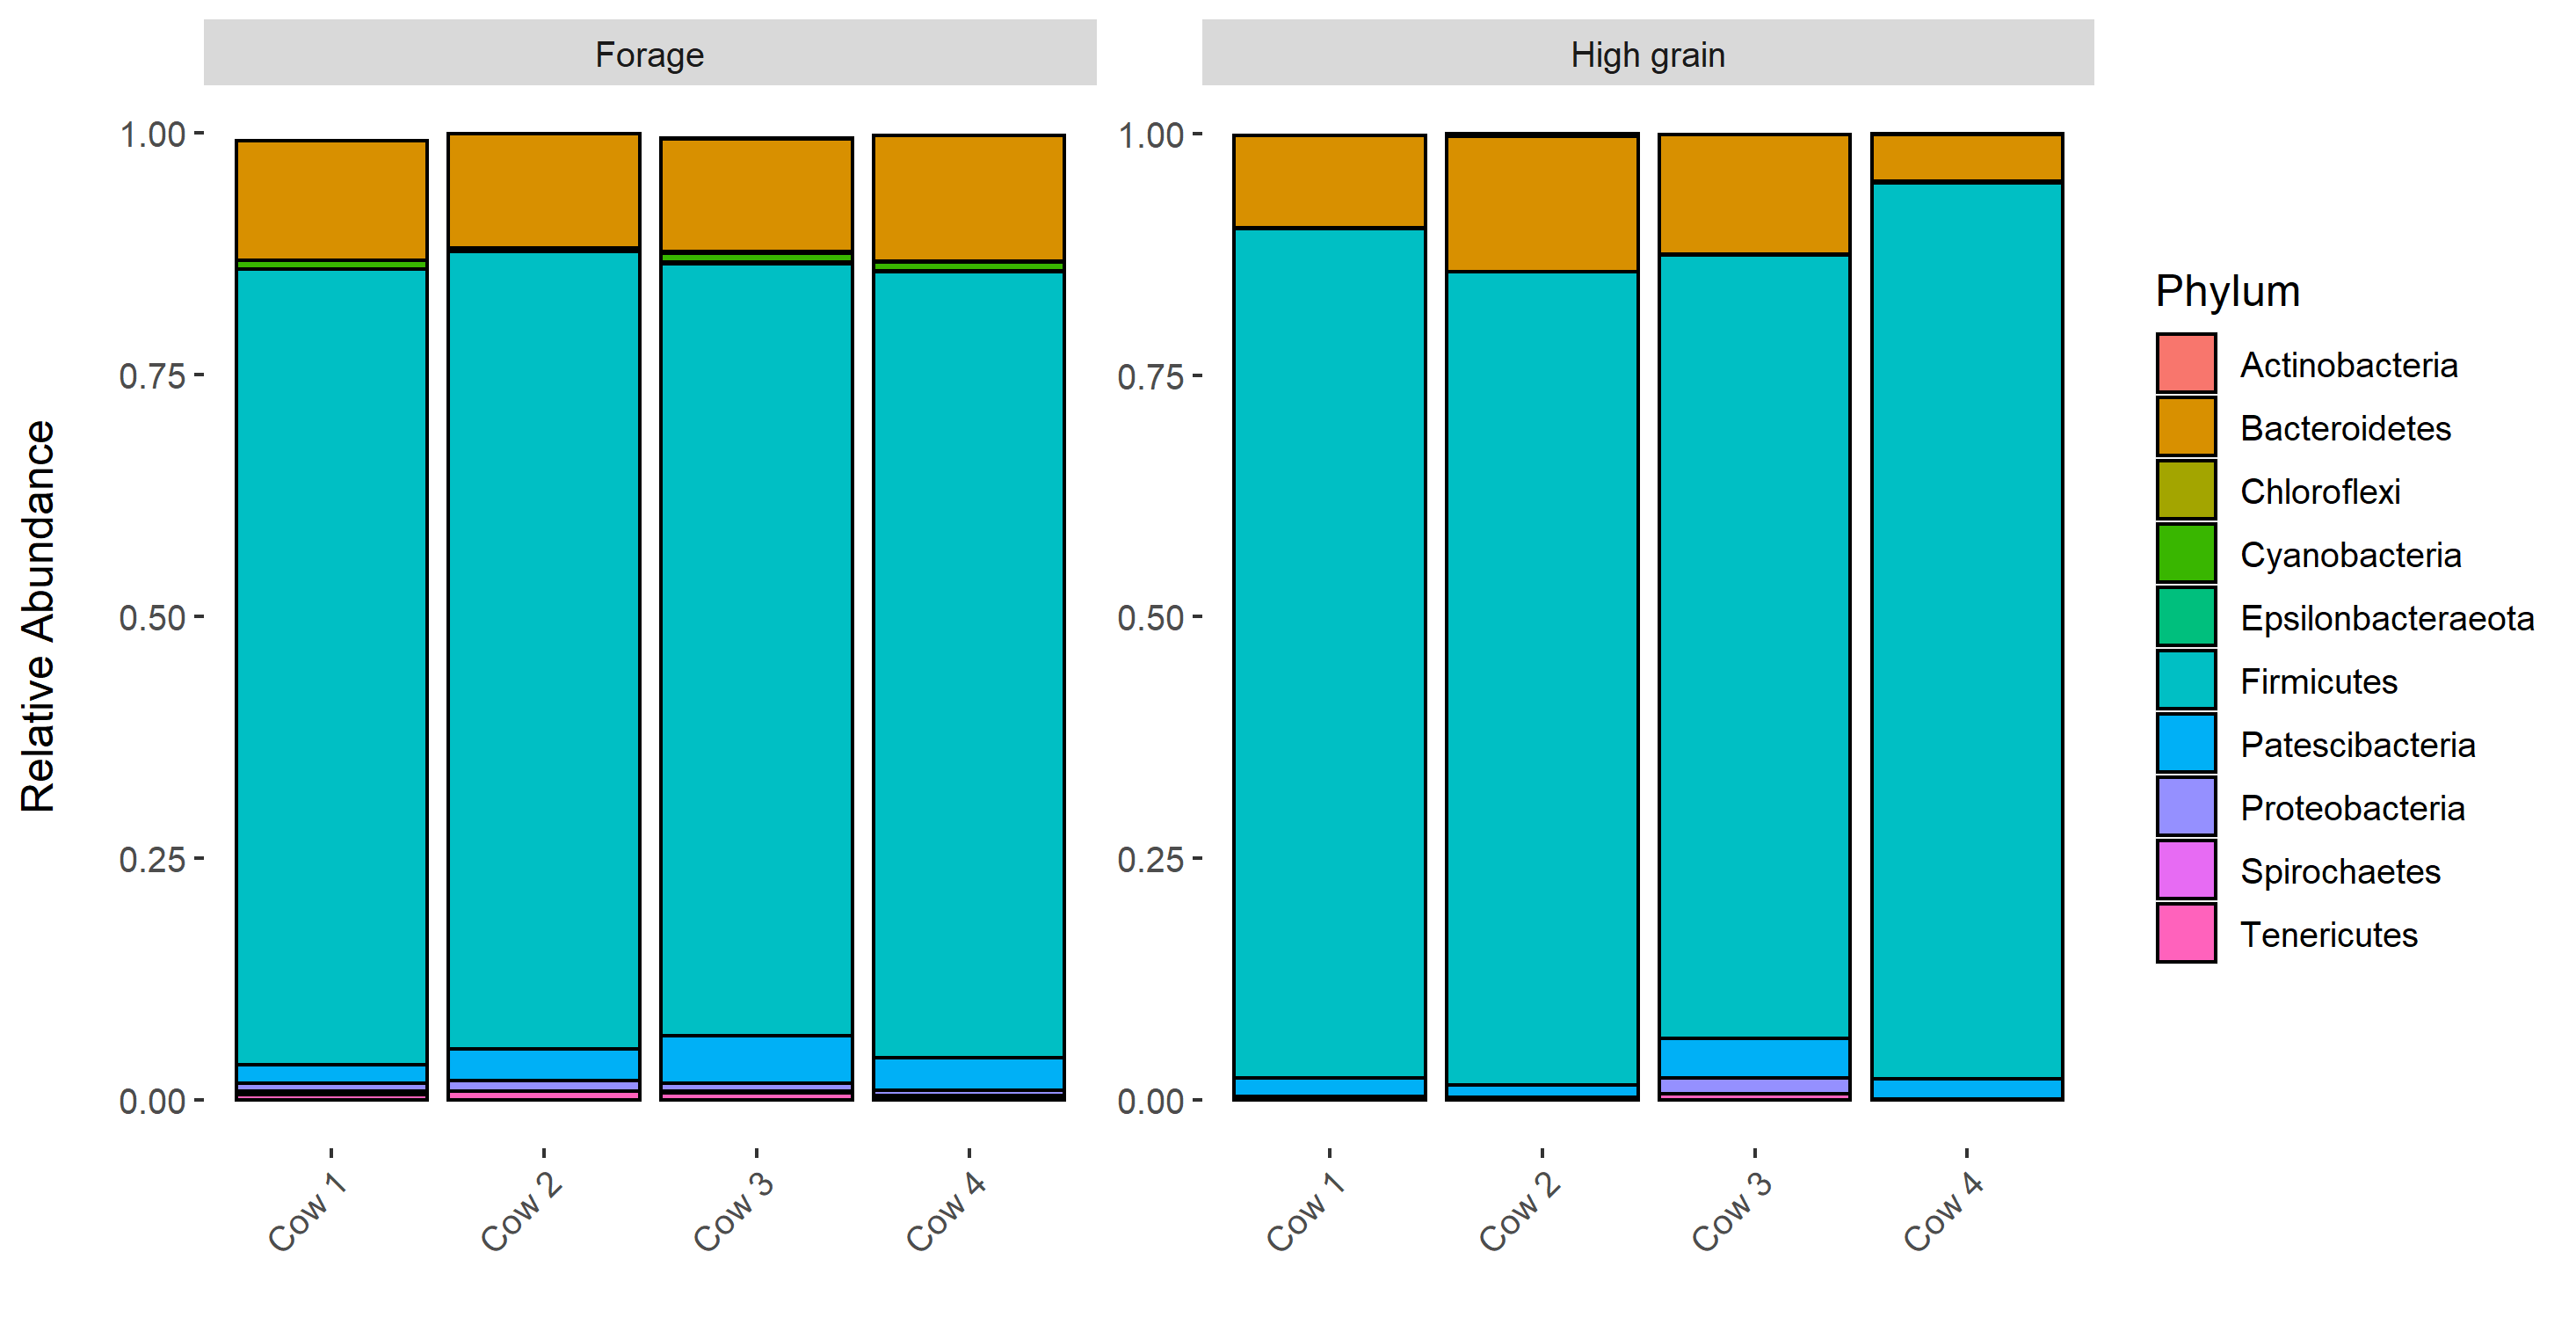

**Supplementary Figure S2.** Heatmap of the correlation matrix between the 21 differentially abundant genera and the miRNAs identified in the rumen fluid. The hierarchical clustering shows two main clusters.

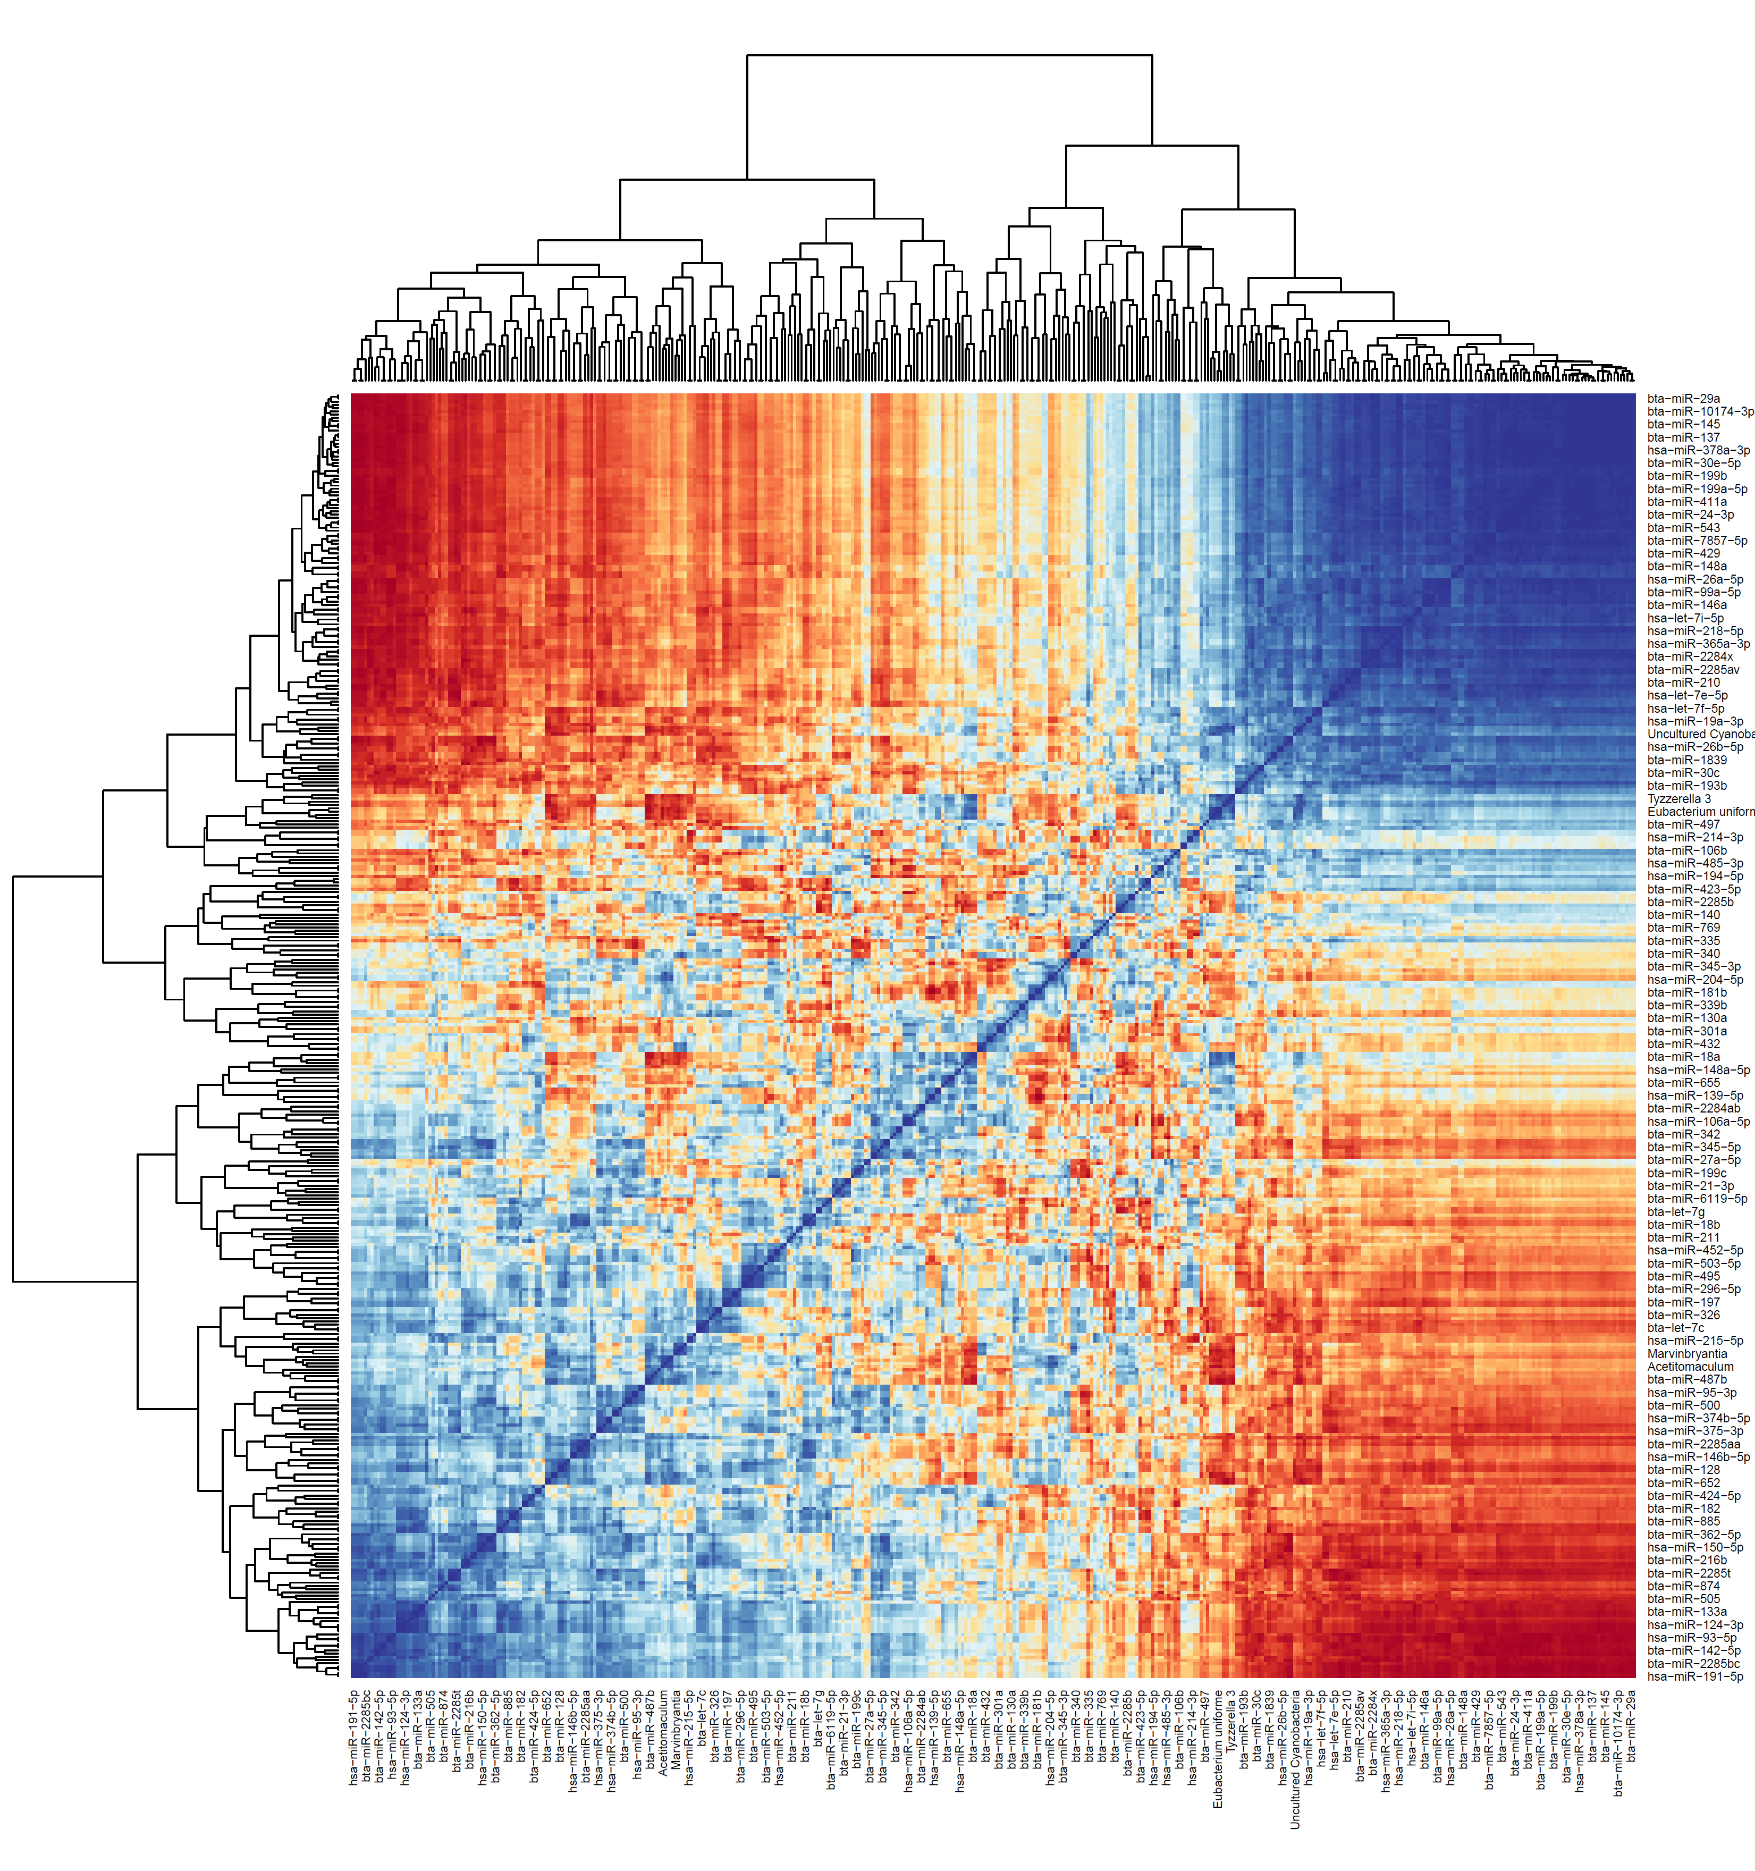

**Supplementary Figure S3.** Correlation network showing the significant (P < 0.05) and strongly positive (r > 0.70) correlations between miRNAs normalized read counts and the relative abundances of the 30 most abundant microbial predicted pathways and of the 4 pathways that were found in common between the
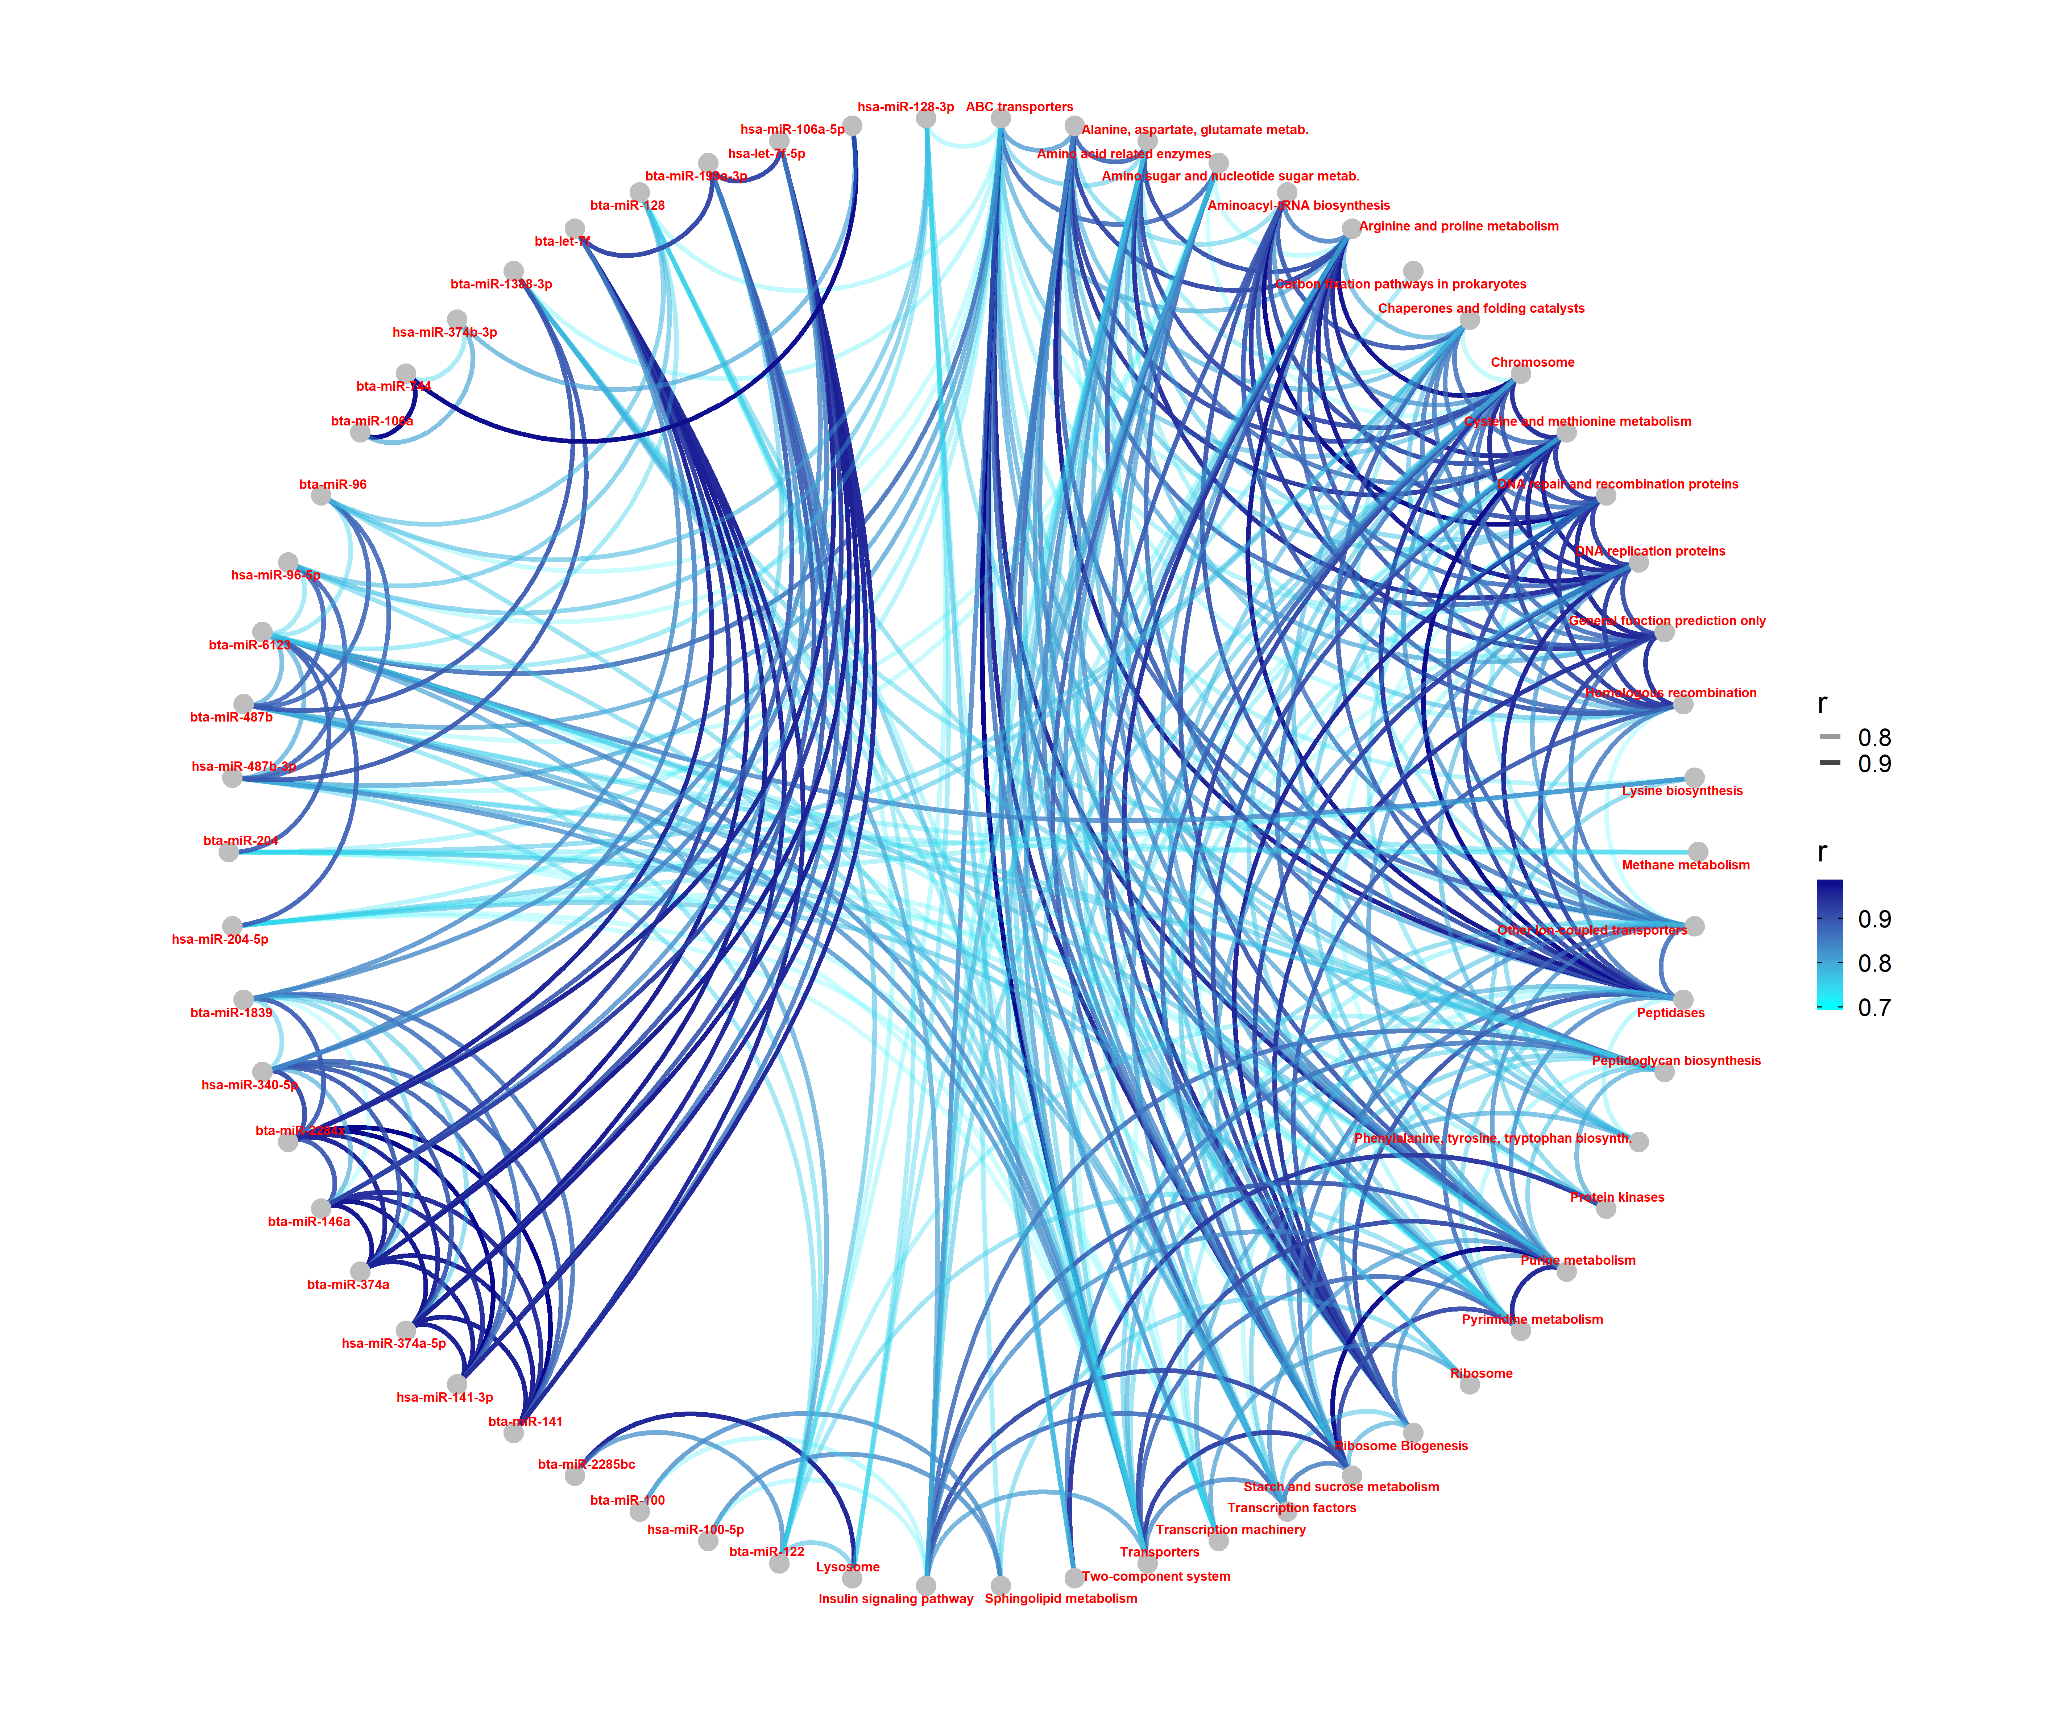
miRNAs functional prediction and CowPI predictions.

How the deposited data were processed for this re-analysis (not part of the article)

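Small RNA was sequenced in rumen fluid of 4 Holstein cows on a forage and on an HG diet, as 4 libraries per diet. Papillae libraries, 16S rRNA sequences, target predictions and correlations with bacterial genera or pathways were not analysed here.

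The authors demultiplexed the reads, trimmed adapters with Skewer, discarded short reads and reads of low quality, and ran sRNAbench in genome mode with Bowtie on the bovine genome UMD3.1 with the bovine and human entries of miRBase. For each library the authors deposited a table of read counts per mature miRNA entry, in which a read that maps to several entries is counted in full at each. The same deposited tables hold an expected count, adjusted for multiple mapping, which is called divided reads above. For some entries its divisor exceeded the number of listed entries that held the same reads. The RPM values deposited beside them are relative to all reads of the library and were used here to recover that total. A further deposited score, RPM of miRNA reads, was used to recover the number of miRNA reads. The authors also deposited a table of normalized signal, which was checked to equal the expected counts, rounded to whole reads and divided by DESeq2's median-of-ratios size factors, for 377 of 377 entries in each of the 8 libraries.

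Libraries of the same number on both diets were treated as 1 cow, because the same 4 cows were sampled on each diet and the labels number them alike. Fig. 4d numbers the cows in another order. As a check, the deviations of same-numbered libraries from the mean of their diet correlated across miRNAs at 0.00, −0.09, 0.05 and −0.01 for numbers 1 to 4. For libraries with different numbers the correlation was −0.14 to 0.22, highest for forage replicate 2 with HG replicate 3. These correlations do not show the pairing, which rests on the labels and the design alone, and so do the numbers of cows in which a miRNA was higher or lower.

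From the deposited read counts, entries with at least 10 reads in at least 1 library were kept (377 of 565). Diet and cow were tested with edgeR 4.0.16 in R 4.3.3 with TMM normalization and the quasi-likelihood test (glmQLFit and glmQLFTest, two-sided for the diet), with cow and diet in the model as in the paper. The Benjamini-Hochberg adjusted p-value was held against 0.05. Lists of miRNAs were tested with edgeR's fry, adjusted over the 7 lists. DESeq2 1.42.0 was run as an alternative, on the read counts and on the expected counts rounded to whole numbers. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Principal components, eigengenes and clusters were computed from the deposited normalized values, with a pseudocount of 1 in the alternatives on the log2 scale. Clusters were made with a biweight midcorrelation, a power of 14 and signed topological overlap, with at least 30 miRNAs in a counted cluster, since WGCNA was not run.

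Fold changes are given for the 10 most expressed miRNAs, for 4 miRNAs that the paper discusses (bta-miR-487b, bta-miR-18a, bta-miR-93 and bta-miR-143), and for the 3 rising and 3 falling miRNAs with the smallest unadjusted p. Other miRNAs the paper names are given by reads. For bta-miR-2285au, bta-miR-2285bh and bta-miR-2285ak-5p no fold is given, since their reads lie in 1 library. A fold against libraries with at most 3 reads each is given against a floor of 3 reads, without counting error. Bta-miR-122, bta-miR-32 and bta-miR-2285bf were named after their values were seen. The rule for naming miRNAs, the tests of diet and cow, the lists, the principal component, eigengene and cluster measures, and their alternatives were fixed before the data were examined, apart from 4 alternatives added afterwards. These were size factors of the undivided reads for the principal components, the diet test without the cow block and without HG replicate 2, and DESeq2 on the expected counts for the diet and for the cow test. Several descriptions were also added only after the data had been seen. These are the chi-square comparison of proportions between libraries, the log2 ratios and list percentiles of HG replicate 2, the relation of miRNA reads to other reads, the count of entries that moved the same way in all cows, and the totals of the let-7 and miR-2285 families.

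The lists named for cell types hold miRNAs in general use as markers: erythrocytes (3 of 3 members detected), leukocytes (6 of 6), epithelium (7 of 8), stroma and smooth muscle (9 of 9), striated muscle (3 of 7), nervous tissue (5 of 7) and the papillae list (10 of 10). In that order, 2, 2, 2, 4, 3, 3 and 3 members also stand in Table 1, 2, 0, 0, 1, 0, 0 and 7 are among the 10 most expressed of rumen fluid, and 0, 0, 1, 1, 0, 0 and 2 stand in another list. For single libraries, a list's median log2 ratio was ranked among 10000 random lists with members drawn from the 20 entries of nearest total reads.

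The depth of 300116 to 522804 miRNA reads per library allows at most 3 reads behind a count of 0. Intervals are 95% Wilson intervals. Proportions of miRNAs were compared with chi-square tests on bovine entries without shared reads and with at least 5 reads in every library, and set against 200 simulated sets of libraries. Tests on 4 pairs are exact sign-flip tests, which cannot reach 0.05.

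The procedures were tested on simulated data. With 0 entries changed, edgeR called 0 of 377. With 40 changed, it called 25 (62.5%) and no unchanged entry. With 200 changed, it called 157, of which 155 had been changed (77.5% of 200) and 2 had not. Of the changed entries with a log2 change of at least 1, it called 73.1% with 40 changed and 88.7% with 200. Coordinates are those of the deposited tables, on UMD3.1. Gene names and neighbours come from a gene table of the assembly ARS-UCD2.0, in which 265 of the 268 bovine entries were found.

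The alternatives were other minimum counts, expected counts, leaving out the human entries identical to a bovine entry, DESeq2 size factors in edgeR, edgeR's robust option, no cow block, other scalings of the values, Pearson correlation, camera with an estimated correlation for the lists, and leaving out each library or each cow in turn.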

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

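All tests of explanations in this part were chosen only after the result was seen.

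The highest and the lowest library of each diet were compared with the other 3 of that diet for 67 results, by the gap to the nearest library divided by the range of the diet. In 24 of them the ratio was above Dixon's 95% critical value for 4 libraries, where about 1 in 20, or 3.35, is what chance gives. Of these, 19 concerned HG replicate 2 and 5 another library. The results share reads and are not independent of each other.

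In HG replicate 2, the 10 most expressed miRNAs held 39.2% of the read counts (ratio 0.961), bta-miR-451 12.6% of the miRNA reads (ratio 0.921) and the erythrocyte list 10.3% of the read counts (ratio 0.939). The leukocyte list held 1.28% (ratio 0.879), the epithelium list 2.15% (ratio 0.934) and the 10 most expressed miRNAs of papillae 31.4% (ratio 0.965). The score on the first principal component (ratio 0.940) and the turquoise eigengene (ratio 0.879) also set this library apart from the other HG libraries. In CPM, it stood apart for bta-miR-451 (ratio 0.841), bta-miR-21-5p (0.929), bta-miR-143 (0.846), bta-let-7f (0.832), bta-let-7a-5p (0.982), bta-miR-24-3p (0.906), bta-miR-486 (0.830), bta-miR-16b (0.875), bta-miR-93 (0.904), bta-miR-2285au (1.0) and bta-miR-455-5p (0.939).

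Several explanations of this library are argued against by the tables. Low depth does not account for it, since the library with the fewest miRNA reads, HG replicate 1, had an SD of log2 ratios of 0.0934. A single scaling factor would move all miRNAs alike, whereas the log2 ratios of abundant miRNAs had an SD of 0.386. Reads shared between several entries are not needed, since entries without shared reads gave a chi-square of at least 23.7 times its degrees of freedom against each other library, where pairs of the other 7 libraries gave at most 2.40. A papillae library under a rumen fluid label is argued against by the rank of bta-miR-451, which was 2 in this library and which the paper does not list among the 10 most expressed of papillae. Less RNA of blood cells would raise the lists of every other tissue alike, whereas the nervous tissue list had a median log2 ratio of −0.33 (percentile 1.69 among random lists) and the epithelium list one of 0.75. An effect of the diet on all cows is argued against by the share of the papillae list, which changed by a log2 ratio of 0.32 in pair 2 and by 0.0072 on average in the other 3 pairs. A lasting difference of this cow would also appear on the forage diet, where the correlation of the deviations was −0.0864.

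Other explanations stay open. RNA of the rumen wall mixed into this sample may account for the pattern: the median log2 ratio of the 10 most expressed miRNAs of papillae lay at percentile 99.0 among random lists of similar abundance, and those of the epithelium and stroma lists lay at percentile 99.6. The most abundant members of these lists, bta-miR-21-5p and bta-miR-143, held 15.4% and 8.06% of the miRNA reads of this library, and at most 12.0% and 6.03% in the forage libraries. Lists lower in this library were the erythrocyte list (percentile 1.88), the leukocyte list (3.50) and the striated muscle list (2.10). A response of the rumen wall of this 1 cow to the HG diet would bring the same miRNAs, and with 1 library of this cow on this diet it was not tested.

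In HG replicate 3, miRNA reads made up 27.8% of all reads (ratio 0.943), against 8.59% to 9.69% in the other HG libraries. The share was not peculiar to HG replicate 3 among the 8 libraries, since forage replicate 1 had 29.3%, with 1192028 other reads. For HG replicate 3, the numbers behind the share were as follows. Its number of miRNA reads, 390774, was close to that of HG replicate 4, 388099, while its other reads numbered 1016591, the fewest of the 8 libraries. Fewer reads of other RNA may therefore account for the share. Whether this comes from the sample or from the library preparation was not tested.

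In the forage libraries, bta-miR-451 had 113312 CPM in replicate 2 (ratio 0.863), and bta-miR-1307 had 46.9 in replicate 1 (ratio 0.870). Bta-miR-2285ak-5p and bta-miR-2285bh, which hold the same reads, had 115 in replicate 1 and 0 in the others (ratio 1.0 for each). These are 4 of the 5 ratios outside HG replicate 2. No explanation, technical or biological, was tested for them.

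The paper's text does not name bta-miR-122, on chromosome 24 of UMD3.1 from 58095656 to 58095677. It had 7394 reads over the 8 libraries, far above the 3 reads that a count of 0 allows. It took 0.227% ± 0.0145 (SD, n = 4) of the miRNA reads on the forage diet and 0.232% ± 0.0509 (SD, n = 4) on the HG diet. It was picked after its values were seen, and no explanation of its presence was tested.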

How the results depend on the processing

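The counts of other splits of the libraries in this part are tests chosen only after the result was seen.

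Over 30 results, 274 combinations of a result with an alternative were computed, 270 of them planned and 4 added after seeing the data. Of these, 251 counted as unchanged. For a count this meant within a ratio of 1.5, and for a variance within 5 percentage points. For other results it meant the same direction and side of the threshold, or a value within its spread. These limits allowed large moves. Both 278 and 565 detected entries, against 377, counted as unchanged. So did a turquoise diet difference of 0.0900, on an eigengene computed anew, against 0.295. The value moved in 18 and the direction reversed in 5. By these limits, 16 results were unchanged in every alternative.

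No miRNA differed between the diets in 13 of 14 alternatives, with 0 to 17 entries at an unadjusted p under 0.05 over all of them. Across the fits that each left out 1 cow, the number of entries called went from 0 to 2, for the diet and for the cows. The 2 calls came without replicate 2, for bta-miR-2285bh and bta-miR-2285ak-5p, whose reads lie in forage replicate 1 alone, with 17 entries at an unadjusted p under 0.05 for the diet and 22 for the cows. The smallest adjusted p of edgeR or DESeq2 ranged from 0.0281 to 0.999 over the alternatives for the diet and from 0.0109 to 1.00 for the cows. Without the cow block, which ignores the pairing, 0 entries differed between the diets and 7 had an unadjusted p under 0.05, so the block changed no call. With HG replicate 2 left out of the fit without the block, an alternative chosen after seeing the data, 0 differed and 16 had an unadjusted p under 0.05. DESeq2 on expected counts, also chosen after seeing the data, called 0 entries with 0 at an unadjusted p under 0.05 for the diet, and 0 with 2 for the cows. Since the real split called 0 entries and 0 lists, all 8 splits within pairs and all 35 splits of 4 libraries against 4 gave at least as many by construction, which says nothing about the grouping. As many entries at an unadjusted p under 0.05 as the real 9 within pairs and 7 without the block came from 6 of the 8 splits and 31 of the 35. Of the 35 splits, 1 called a list. In the real split, 0 of the 7 lists had an unadjusted p under 0.05. With 8 splits, a share under 0.05 cannot be reached.

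Fold changes of named miRNAs were computed under 8 alternatives: DESeq2, its size factors in edgeR, no cow block, at least 10 reads in every library, and each cow left out. Of 15 named miRNAs with a fold change, 11 kept its direction under those of the 8 that gave a value. The other 4 reversed without replicate 2. Across the 4 fits that each left out 1 cow, the log2 fold change of bta-miR-21-5p went from −0.0011 to 0.185, of bta-let-7f from −0.0089 to 0.0183, of bta-let-7a-5p from −0.0016 to 0.0801 and of bta-miR-16b from −0.0613 to 0.0026. The cause was not tested. The filter of 10 reads in every library left no value for bta-miR-1307, bta-miR-455-5p, bta-miR-2285au, bta-miR-2285bh and bta-miR-2285ak-5p.

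Entries found on the forage diet alone numbered 34 when at least 10 reads counted as present, and 0 to 3 when 1 library was left out, with 0 without forage replicate 1. Entries found on the HG diet alone numbered 6 when at least 10 reads counted as present, and 0 with divided reads. When 1 library was left out they numbered 0 to 2, with 0 without HG replicate 2 and 2 without forage replicate 3. These entries have few reads, so depth limits what the counts can show. The share of the 10 most expressed miRNAs was 55.8% with the identical human entries left out, which makes the sum smaller. With divided reads it was 39.1%.

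The first principal component held 52.1% on the log2 scale, 48.2% with each miRNA scaled to unit SD, and 53.8% to 98.6% when 1 library was left out, with 53.8% without HG replicate 2. With size factors of the undivided reads, chosen after seeing the data, it held 96.7%. When 1 library was left out, the turquoise eigengene held 31.0% to 96.0% and the blue eigengene 55.2% to 87.6% of the variance, lowest in both cases without HG replicate 2. With the eigengene computed anew in each fit, the diet difference of the blue eigengene went from −0.385 to 0.0924 and reversed without replicate 2. The turquoise miRNAs of Table 1 in 1 cluster numbered 20 with Pearson correlation and 11 to 18 when 1 library was left out, with 18 without forage replicate 1 and without HG replicate 3. In 7 of the 10 alternatives, these among them, most miRNAs of both colours fell in the same cluster, so the higher numbers do not show a clearer separation. The cause was not tested.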

Differences from the paper's values

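No test in this part was chosen after a result was seen, since none was run. The cluster that held most blue miRNAs of Table 1 had 239 entries, against the paper's 87 in the blue module. The clustering here left no entry unassigned, whereas the paper has a grey module. Under all 10 alternatives set before the data were examined (the log2 scale, Pearson correlation, and each of the 8 libraries left out) this cluster held 169 to 336 entries, and none closed the gap. The cluster that held most turquoise miRNAs had 128 entries, against the paper's 182, which is within 1.5 times, and 6 of the same 10 alternatives went beyond that.

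Table 1 gives hsa-miR-26b-3p as negatively connected with the blue module. Its correlation with the blue eigengene was 0.487 over the 8 libraries, and it had 50 reads in all, with 0 in HG replicate 2. The paper's methods include human homologues that lack a bovine counterpart. Among the 377 detected entries, 88 human ones had reads identical to those of a bovine entry in all 8 libraries. The paper places bta-miR-27b outside the 10 most expressed miRNAs of rumen fluid. By undivided reads it ranked 12 among bovine entries, and by divided reads, which the deposited normalized values are made from, it ranked 4.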

Other observations

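All tests of explanations in this part were chosen only after the result was seen.

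Apart from HG replicate 2, the 7 libraries shared nearly 1 composition across cows and diets. For 18 abundant bovine entries without shared reads, the median coefficient of variation over the 7 libraries was 3.26%, and counting noise alone gives 2.76%. Whether the 7 libraries differ by more than counting noise from 1 shared source cannot be told apart from read duplication: the chi-square was 1.59 times its degrees of freedom, above the simulated values, but the simulation treats amplified reads as independent molecules, and duplication alone would raise this ratio. The mean ratio was 1.41 over the 3 pairs of libraries with the same number and 1.56 over the 18 pairs with different numbers. No pair of libraries had identical read counts, and each was kept as a sample of its own.

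A shared RNA source added in equal amount to each library is a candidate explanation. It would keep miRNA reads steady where other reads vary. Over the 8 libraries, miRNA reads varied 1.74-fold (coefficient of variation 20.1%) and other reads 4.57-fold (47.1%). Their Pearson correlation was −0.508 (exact permutation test, two-sided p = 0.199) and their Spearman rho −0.619 (exact permutation test, two-sided p = 0.115). Without the 2 libraries farthest from the median of other reads, Pearson's r was −0.571. This was the only relation computed in its family. It was not computed within each diet, with 4 libraries each, nor within a batch. The median of miRNA reads was 475115.5 on the forage diet and 362126 on the HG diet. The correlation over the 8 libraries therefore also holds any difference between the diets. A shared source and a truly steady miRNA content of rumen fluid cannot be told apart here (correlation −0.51), because the libraries are too few and no blank library was analysed here.

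In units of the list's share of read counts, the log2 ratio of HG over forage in pair 2 was 0.55 for epithelium, 0.49 for stroma and smooth muscle and −0.39 for erythrocytes. In the other 3 pairs the means were −0.01, 0.02 and −0.02. The bovine entries held 6 groups, with 12 entries in all, whose reads were identical in all 8 libraries.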
